# Integrated RNA-seq and sRNA-seq analysis identifies novel nitrate-responsive genes in *Arabidopsis thaliana* roots

**DOI:** 10.1186/1471-2164-14-701

**Published:** 2013-10-11

**Authors:** Elena A Vidal, Tomás C Moyano, Gabriel Krouk, Manpreet S Katari, Milos Tanurdzic, W Richard McCombie, Gloria M Coruzzi, Rodrigo A Gutiérrez

**Keywords:** Arabidopsis, Nitrate, RNA-seq, Roots, MicroRNA, Transcriptomics

## Abstract

**Background:**

Nitrate and other nitrogen metabolites can act as signals that regulate global gene expression in plants. Adaptive changes in plant morphology and physiology triggered by changes in nitrate availability are partly explained by these changes in gene expression. Despite several genome-wide efforts to identify nitrate-regulated genes, no comprehensive study of the Arabidopsis root transcriptome under contrasting nitrate conditions has been carried out.

**Results:**

In this work, we employed the Illumina high throughput sequencing technology to perform an integrated analysis of the poly-A + enriched and the small RNA fractions of the *Arabidopsis thaliana* root transcriptome in response to nitrate treatments. Our sequencing strategy identified new nitrate-regulated genes including 40 genes not represented in the ATH1 Affymetrix GeneChip, a novel nitrate-responsive antisense transcript and a new nitrate responsive miRNA/TARGET module consisting of a novel microRNA, miR5640 and its target, AtPPC3.

**Conclusions:**

Sequencing of small RNAs and mRNAs uncovered new genes, and enabled us to develop new hypotheses for nitrate regulation and coordination of carbon and nitrogen metabolism.

## Background

Nitrogen (N) is an essential macronutrient and a key factor controlling plant growth and development. Nitrate is the main form of N available in agricultural soils [1-3]. Nitrate is taken up by the cell by specific nitrate transporters and is reduced to nitrite in the cytoplasm by nitrate reductase. Nitrite is reduced to ammonium in the plastid by nitrite reductase and is incorporated into amino acids by the glutamate synthase/glutamine synthetase cycle (GS/GOGAT cycle). Nitrate metabolism is tightly coordinated with carbon metabolism, since carbon skeletons in the form of 2-oxoglutarate are required for ammonium assimilation [1,4]. One of the most striking examples of plant plasticity in response to changing environmental conditions is root system architecture modulation by changes in nitrate availability (for reviews see [5-7]). In order to identify molecular mechanisms underlying these changes, transcriptomics analyses of the nitrate response of Arabidopsis have been performed, most of them utilizing the Affymetrix ATH1 GeneChip. Analyses with the ATH1 chip showed that nitrate is able to regulate more than 2,000 genes in roots, some of them responding as fast as 3–6 minutes after nitrate exposure [8] and including genes involved in nitrate transport, reduction and assimilation, hormone signaling pathways, transcription factors, kinases and phosphatases, among others [8-12]. However, a detailed view of the transcriptomics changes triggered by nitrate has been limited by the representation of genes in the ATH1 microarray. ATH1 contains probe sets representing approximately 21,000 genes allowing for the detection of only 71% of the genes annotated in the Arabidopsis genome v.10. Moreover, these probes do not include important regulatory elements of the genome such as small (sRNAs).

High-throughput sequencing technologies allow for quantitative determination of RNA levels and RNA sequencing (RNA-seq) is becoming the technology of choice to investigate the transcriptome. RNA-seq offers several advantages over hybridization-based techniques like microarrays [13-18]. RNA-seq is not limited to detection of transcripts that correspond to annotated genes, thus it allows for identification of new genes. RNA sequencing can also be utilized to analyze the sRNA component of the transcriptome when libraries are prepared from low-molecular weight RNA fractions [19-24]. microRNAs (miRNAs), short interfering RNAs (siRNAs) and other types of sRNAs have been shown to play important roles in a broad range of biological processes, such as plant development and response to biotic and abiotic stresses [25-29], including plant responses to various nutrients [30-37].

In plants, the sRNA transcriptome is primarily composed of 23–24 nt siRNAs and 21–22 nt miRNAs [36,38,39]. Since miRNA precursors have distinctive secondary structures, many bioinformatics programs have been developed to predict new miRNAs based on sequencing of a sRNA in a library and inspection of the genome sequence containing this sequence for putative miRNA precursors [40-42]. Combination of deep sequencing approaches and bioinformatics predictions have identified 19,724 miRNAs related sequences across different phyla out of which 266 correspond to Arabidopsis miRNAs in miRBase v.17 [43].

miRNA regulation of nitrate-responsive genes has been shown to be a key mechanism of plant responses coordinating nitrate availability and root developmental responses. miR167 is down-regulated by nitrate treatments in pericycle cells and this leads to an induction of its target, the auxin response factor ARF8 [44]. Regulation of ARF8 by miR167 causes a change in the ratio of initiating and emerging lateral roots in response to nitrate [44]. Another nitrate regulatory module, consisting of miR393 and the AFB3 auxin receptor has been shown to control root system architecture in response to external and internal nitrate availability [37]. Microarray analysis suggests that other miRNAs can be involved in root responses to nitrate, since several miRNA targets are regulated by nitrate [45].

In this paper, we used Illumina sequencing technology to characterize the poly-A + and sRNA component of nitrate- and control-treated Arabidopsis roots to identify new nitrate-responsive genes. Using bioinformatics analysis of our libraries and miRNA prediction algorithms we were able to find new root expressed genes including new mRNAs and miRNAs. We discovered a new miRNA/target module that might act as an integrator of N and carbon metabolism in Arabidopsis roots.

## Results

### Deep sequence analysis of the root transcriptome

In order to determine poly-A + and sRNA expression of Arabidopsis roots and their changes in response to nitrate, we grew plants in hydroponic nitrate-free medium with 0.5 mM ammonium succinate as the only N-source for two weeks and treated them with 5 mM KNO_3_, or 5 mM KCl as control, for 2 hours. These experimental conditions have been previously shown to elicit robust gene expression responses to nitrate [10,44,45]. 

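Roots of Arabidopsis thaliana Col-0 plants, whose nitrogen source for 14 days was 0.5 mM ammonium succinate alone, were collected after 2 h of 5 mM KNO3 or 5 mM KCl. Each treatment had 2 biological replicates, and each replicate gave 1 poly-A+ library, in which RNA with a poly-A tail is selected, and 1 sRNA library, in which short RNA is selected by size. The authors mapped the reads to the genome, kept perfect matches and deposited 1 table per fraction. The poly-A+ table lists 33602 annotated elements and the sRNA table lists 2158553 distinct sequences of 18 to 28 nt, with 1 column per library. The values are not raw reads. Within each treatment the totals were made nearly equal (660827 to 662778 for poly-A+ and 4166163 to 4235270 for sRNA), and the values follow a quantile adjustment of the reads of the 2 replicates to a common library size. Inverting this adjustment gave an estimate of the reads, which was tested on 999 genes of Additional file 5 that were not used to fit it. For 100% of these genes the estimate lay within 0.05 of the number of reads the paper lists. The estimate was used for depths, size classes and descriptive counts, and the deposited values were used for the tests of single genes and sequences. Only the first part of Additional file 5 was at hand.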

Total RNA from two independent sets of plants (biological replicates) was extracted from roots, and poly-A + enriched and sRNA fractions were used to construct libraries for Illumina sequencing (see Methods for details). 

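The recovered reads give the depth that stands behind the deposited values. The poly-A+ libraries held 743817 and 890161 reads on annotated elements for KCl replicates 1 and 2, and 577104 and 501795 reads for KNO3 replicates 1 and 2. The sRNA libraries held 4902847 and 2695488 reads for KCl and 4180327 and 5693997 reads for KNO3. Protein coding genes took 76.7% of the poly-A+ reads and 3 rRNA genes took 21.3%, with a range of 19.1% to 24.1% between libraries for the latter. For the comparison of treatments the deposited values were scaled by the trimmed mean of M-values, a pseudocount of 1 was added, and the log2 values were tested with limma, with the variance moderated along its trend with the mean level and p-values adjusted by the method of Benjamini and Hochberg.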

The sequencing yielded ~5 to 8 million 35 bp long (sRNA libraries) or 50 bp long (poly-A + libraries) raw reads per sample library. After quality control filtering and trimming adaptor sequences (see Methods), the reads were mapped to the *Arabidopsis thaliana* genome using the Arabidopsis genome annotation available at The Arabidopsis Information Resource (TAIR) v.10 (http://www.arabidopsis.org). Approximately two thirds of the total Illumina reads perfectly matched the genome and were used for further analysis (Additional file 1).

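The deposited sRNA sequences were matched to the TAIR10.1 assembly, whose 5 chromosomes carry the sequence of the TAIR10 release used by the paper. An exact match was found for 99.99% of the distinct sequences in each of the 4 libraries. Only 37.7% of the reads came from sequences with a single locus, and this share ran from 32.3% in KCl replicate 2 to 43.6% in KNO3 replicate 1. Reads of sequences with several loci were divided equally among them. Reads without a match are already left out of the deposited tables, so the share of raw reads that matched was not analysed here.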

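In each of the 4 sRNA libraries, 21 nt was the most abundant length and 24 nt the second. Molecules of 21 nt made up 27.7% ± 0.264 (SD, n = 2) of the reads in KCl and 30.0% ± 1.78 (SD, n = 2) in KNO3, and molecules of 24 nt made up 22.3% ± 1.79 and 26.6% ± 1.61. The order depends on how sequences are weighted. When each distinct sequence counted once, 24 nt came first with 48.4% of the sequences as the mean of the 4 libraries, and 21 nt had 9.75%. The 10 most abundant sequences alone took 16.4% of the reads.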

Analysis of the size distribution of sequences in the sRNA libraries showed that 21 nt long RNA molecules were the most abundant followed by 24 nt long sequences (Additional file 2). 

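Reads of 21 and 22 nt together made up 37.3%, 37.6%, 40.7% and 38.5% of KCl replicates 1 and 2 and KNO3 replicates 1 and 2. Reads of 23 and 24 nt made up 34.6%, 32.2%, 37.2% and 35.0% of the same libraries.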

The pattern of sRNA sizes reflects a typical population of sRNAs with abundant miRNAs and tasiRNA (21–22 nt) and siRNAs (23–24 nt) (Additional file 2). However, we did not find accumulation of tRNA fragments as described in roots of phosphate-starved plants [38] or nitrate-starved seedlings [33]. 

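Reads on tRNA genes made up 3.93% of the matched sRNA reads, with 3.28% and 2.83% in the KCl libraries and 6.11% and 3.40% in the KNO3 libraries. Of these reads, 90.6% started at the 5' end of the tRNA and 76.5% were 19 nt long. The sequence GACCGCATAGCGCAGTGGA, the first 19 nt of a tRNA-Arg with 6 loci in the genome, was read 449222 times and held 65.5% of the tRNA reads. It made up 1.73% and 1.72% of all reads in the KCl libraries and 4.54% and 2.25% in the KNO3 libraries. Among reads of 19 nt, those on tRNA genes made up between 25.8% in KCl replicate 2 and 62.6% in KNO3 replicate 1. Both KNO3 libraries lay above both KCl libraries. Chance alone places 2 libraries wholly above or wholly below 2 others in 33.3% of comparisons.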

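The share of reads of each length from 18 to 28 nt was compared between treatments with a two-sided exact permutation test, for 11 lengths. The 21 nt share was 2.28 percentage points higher in KNO3 and the 24 nt share 4.24 percentage points higher, while the 18, 20 and 23 nt shares were 2.06, 1.47 and 1.52 percentage points lower. For these 5 of the 11 lengths both KNO3 libraries lay on the same side of both KCl libraries (exact p = 0.333, the smallest that this design allows), and chance gives 33.3% of such comparisons. No length could therefore be told apart between treatments by this test. With each library left out in turn, the 24 nt difference was between 2.98 and 5.51 percentage points, a range that only restates the spread between replicates. The 23 nt difference reversed to 1.20 percentage points with each distinct sequence counted once and to 0.622 without the 10 most abundant sequences. The 21 nt difference reversed to -0.84 percentage points with each distinct sequence counted once and was 1.74 without the 10 most abundant sequences.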

We did not observe any obvious effect of nitrate provision on RNA size distribution (Additional file 2), suggesting that nitrate treatments under our experimental conditions do not have a global effect on sRNA population structure. Next, valid sequences were classified according to the genomic regions they match. 

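Each matched sRNA read was assigned to 1 class of the reference annotation, with structural RNA genes ranked before protein coding genes and reads of sequences with several loci divided among them. Reads on miRNA genes made up 19.0% of the matched reads (3325087 weighted reads) and reads on rRNA genes 14.4% (2506897). The rRNA share ran from 8.97% in KNO3 replicate 1 to 18.7% in KCl replicate 2, and the miRNA share from 17.2% in KCl replicate 2 to 22.4% in KNO3 replicate 1. TAS genes held 4.09%, tRNA genes 3.93% and protein coding genes 9.04%. Intergenic reads made up 27.3%, and another 19.6% fell on other RNA genes, mostly long non-coding transcripts, that the annotation of the reference lists. When those genes were left out of the annotation, a choice made after the data were seen, intergenic reads made up 46.8%.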

Most sRNA sequences matched intergenic regions (8,415,076 sequences, 50%), followed by miRNA (3,189,443 sequences, 19%) and rRNA genes (2,469,734 sequences, 14% of the total valid reads) (Figure 1A). We were able to detect 142 distinct mature Arabidopsis miRNA sequences, corresponding to 98 different miRNA families, according to the miRBase database v.17 (http://www.mirbase.org) (Additional file 3). 

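The 142 mature miRNA entries of Additional file 3 hold 140 distinct sequences, and each was looked up in the sRNA table by exact match. At least 1 read was found for 139 sequences and 97 of the 98 families. The sequence of ath-miR5025 had no entry in the table, and Additional file 3 gives a total of 0 reads for it. With at least 10 reads required, 111 sequences remained, and 98 sequences had at least 1 read in every library. Of the 142 entries, 130 had a recovered number of reads within 2% of the total that Additional file 3 gives.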

The number of miRNA sequences identified represents 66.7% of the 212 miRNAs reported in miRBase v.17, indicating that a considerable proportion of known miRNAs are expressed in the root organ. This number greatly exceeds the previously reported number of miRNAs expressed in roots, that indicated expressed miRNAs are less than 40% of the annotated total miRNAs [36,46]. 

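KCl replicate 2, with the fewest reads, held 112 of the known mature sequences, and KCl replicate 1, KNO3 replicate 1 and KNO3 replicate 2 held 116, 128 and 129. Depth does not give this order, since KCl replicate 1 had 4902847 reads and KNO3 replicate 1 had 4180327.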

We were also able to identify sequences corresponding to trans-acting siRNAs (ta-siRNA), including ta-siRNAs arising from the TAS1, TAS2 and TAS3 genes (Additional file 3). It has recently been shown that a significant number of miRNAs have specific root developmental zone or root cell type expression profiles [47]. 

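Reads of 21 nt dominated at the TAS loci, whose transcripts are cut into phased siRNAs after cleavage guided by a miRNA. TAS1A (chromosome 2, 11721539 to 11722468, TAIR10.1) held 338088 sense and 11458 antisense reads of sequences with a single locus. TAS1B held 113729 sense reads, TAS1C 48720 and TAS2 47977. At TAS3 (chromosome 3, 5861491 to 5862437) most reads were antisense, with 42124 against 5119 in the sense orientation. The spread between replicates differed between loci and treatments. At TAS1A the sense reads were 20594 and 12038 per 1000000 reads in the KCl libraries and 23590 and 18627 in the KNO3 libraries. At TAS2 the sense reads were 2317 and 2259 per 1000000 in KCl and 3378 and 2881 in KNO3. At TAS3 the antisense reads were 2965 and 1757 per 1000000 in KCl and 2300 and 2325 in KNO3. TAS4 held 1224 sense reads.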

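The median known miRNA was read 117.5 times over the 4 sRNA libraries together. Of the 142 entries, 70 had fewer than 100 reads, 82 had fewer than 10 per 1000000 reads and 37 had fewer than 1. The 5 most abundant held 58.5% of the reads of known miRNAs. These were ath-miR159a with 758814 reads, ath-miR159b with 258877, ath-miR824 with 229097, ath-miR167a,b with 220004 and ath-miR157a,b,c with 197750.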

Most root miRNAs showed low expression levels under our experimental conditions (Additional file 3), suggesting developmental control or expression in specific cell-types of the Arabidopsis root.

**Figure 1:**
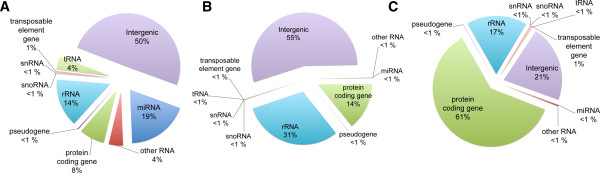
**Categories of genomic origins of sequenced RNAs**. Valid reads were classified according to their annotation in TAIR10 database. We show the percentage of the total valid reads mapping to these regions. The number of reads matching to multiple genomic regions were weighted by the number of loci. **A**. sRNA reads, **B**. Poly-A + reads. **C**. Poly-A + reads that have a single match to the genome.

For Illumina libraries made from poly-A + RNA, a considerable amount of sequences map to intergenic regions (9,542,618 sequences, 55% of the reads) (Figure 1B). Inspection of sequences matching intergenic regions showed that most of them arise from telomeric or centromeric regions. Transcription from intergenic zones has been reported in previous high-throughput sequencing and tiling array experiments [48-51]. When we considered sequences with a unique match to the genome, only 732,226 sequences (22%) mapped to intergenic regions (Figure 1C). A high proportion of these sequences is supported by Arabidopsis ESTs or cDNAs (710,814 sequences, 97%) obtained from TAIR.

As shown in Additional file 4, most of these sequences are located near the 5’ or 3’ of annotated genes. We found sequences matching intergenic regions from poly-A + enriched libraries matching the same strand as annotated genes (Additional file 4 A,C). Interestingly, we also found sequences near annotated genes in antisense orientation (Additional file 4 B,D). These could represent novel transcripts that could have a role in controlling the expression of corresponding genes.

Reads matching protein coding genes (2,094,509 sequences) represent ~60% of the unique reads in poly-A + libraries (Figure 1C). 

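The recovered reads on protein coding genes summed to 2079840 over the 4 poly-A+ libraries. They made up 78.6% and 75.9% of the reads on annotated elements in the KCl libraries and 77.7% and 74.1% in the KNO3 libraries. Organelle loci held 15.2% of the reads.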

The number of expressed protein coding genes detected unambiguously (19,979 protein coding genes) represents 73% of the total annotated in the Arabidopsis genome. 

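At least 1 read was recovered for 19787 genes that the reference annotation gives as protein coding, 71.8% of its 27569. With at least 2 reads required the number was 18683, and with at least 10 it was 14951. In every library at least 1 read was found for 15145 genes. The median detected protein coding gene had 33 reads over the 4 libraries, and 24.4% of the detected genes had fewer than 10.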

Similar to sRNAs, a considerable proportion of genes are expressed in a cell-specific manner [52,53], thus some of the low-expressed transcripts detected under our experimental conditions might be developmentally controlled and/or expressed in specific cell-types of the root.

To date, most transcriptomics studies on the root nitrate response have been performed using the Affymetrix ATH1 GeneChip [8-11,44,45,54]. In order to determine how our sequencing data compares with data obtained with the Affymetrix ATH1 GeneChip, we used the same RNA samples for Illumina library preparation and ATH1 microarray hybridization. We used the *affy* package library from Bioconductor (http://www.bioconductor.org) to determine the number of present calls in the ATH1 microarrays as a measure of gene detection. We were able to find 13,964 probes with a present call, approximately 67% of the gene specific probes that are present in the ATH1 microarray (Additional file 5). The Illumina sequencing data detected 13,411 of these genes (96%, at least one read matching the gene) and 3,022 annotated elements that were called absent in the ATH1 array. We found that these 3,022 elements had low expression values when compared with the 13,411 Illumina-detected elements that had present calls in Affymetrix (Additional file 6A,B). Additionally, Illumina was able to detect 4,215 elements that had no probe on the ATH1 microarray (Additional file 5).

In order to determine how data on nitrate-responsive genes obtained with RNA-seq and Affymetrix ATH1 chips correlated, we calculated the correlation between the KNO_3_/KCl ratio for RMA normalized Affymetrix gene expression and the KNO_3_/KCl ratio obtained for normalized libraries at different average gene coverages (AGCs). We defined AGC as the number of reads matching a gene multiplied by read length and divided by gene length. We found correlation between KNO_3_/KCl ratios increase hyperbolically as average gene coverage increases (Additional file 7). This indicates correlation between the two techniques depends on gene expression levels. We found excellent correlation (r^2^ ≥ 0.9) between RNA-seq and ATH1 arrays when gene coverage was 0.8 or higher (reads matching the gene represent 80% or more of the gene length) (Additional file 7). These results highlight the potential of the sequencing strategy to identify novel nitrate-responsive genes in Arabidopsis roots.

### Deep sequencing reveals a new nitrate-responsive component of the arabidopsis root transcriptome

In order to identify known miRNAs that are N-regulated under our experimental N-treatment conditions, we used the DESeq package in R to analyze digital gene expression in the RNA-sequencing data [55]. Replicates were used independently for statistical analysis of gene expression. 

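The 55764 distinct sRNA sequences with a summed value of at least 20 over the 4 libraries were tested with limma, among them 101 known miRNA sequences. No sequence had an adjusted p under 0.05, and 2183 had an unadjusted p under 0.05, fewer than chance alone gives for that many tests. Among the known miRNAs, 0 passed the threshold over all sequences tested, 0 passed when adjusted over the list alone, and 16 had an unadjusted p under 0.05. The smallest p among them belonged to ath-miR167a,b, with an unadjusted p of 0.00865 and a log2 fold change between 0.97 and 2.04 with each library left out in turn. With known miRNAs scaled and tested alone, an alternative set before the data were examined, 2 of the 101 had an unadjusted p under 0.05. No alternative setting placed a sequence past the threshold. On simulated libraries at these depths, with the dispersion fitted to the values, limma called 0 of 190 sequences changed by 4-fold and 83.4% of 199 changed by 16-fold. The replicates of KCl differed far more than those of KNO3. Of the 70 known miRNAs with at least 100 reads, 39 were at least 2-fold apart between the KCl libraries and 2 between the KNO3 libraries. The sequence of ath-miR393a,b was read 50 and 1057 times in the KCl libraries and 1093 and 1130 times in the KNO3 libraries. Its log2 fold change was 1.79 (standard error 1.28, adjusted p = 0.930 from limma), and it was -0.85 without KCl replicate 1 and 4.43 without KCl replicate 2.

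**Figure D1:**
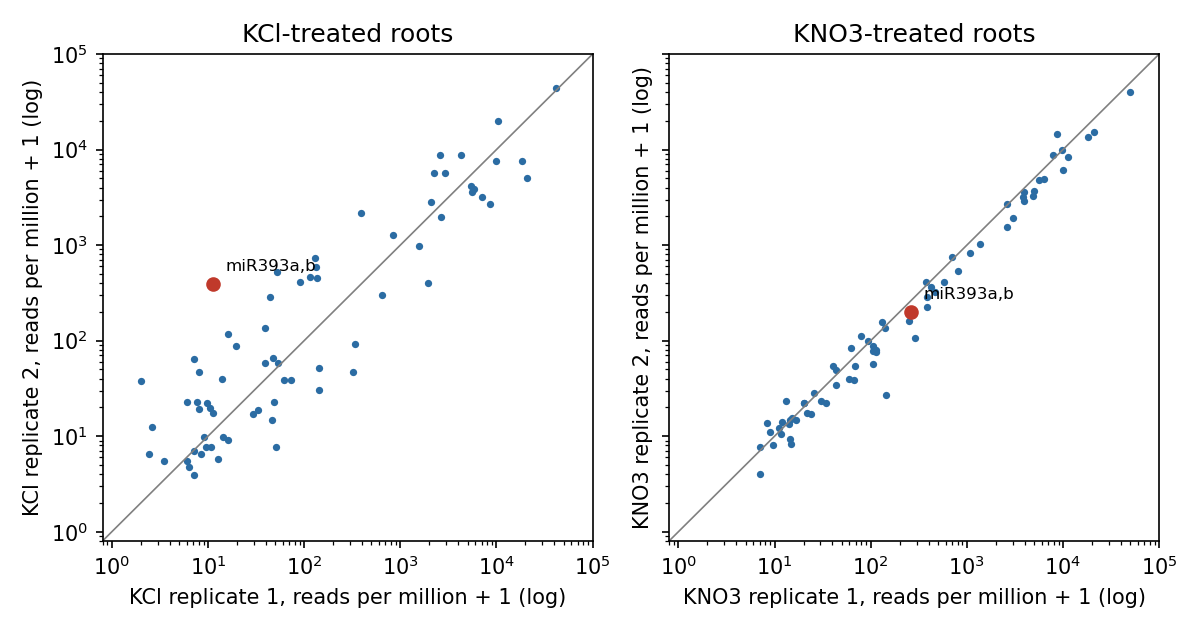
Reads per 1000000 reads (plus 1, log axes) of the 70 known miRNAs with at least 100 reads, replicate 1 on the horizontal and replicate 2 on the vertical axis, for KCl on the left and KNO3 on the right. Each point is 1 miRNA, the line marks equal values and the red point is ath-miR393a,b. The points of the KCl libraries scatter widely around the line and those of the KNO3 libraries lie close to it.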

Surprisingly, we were not able to identify known miRNAs (reported in miRBase v17) regulated by nitrate in roots based on our RNA-sequencing data. In order to distinguish between a technical and biological explanation for this result, we calculated an RNA rarefaction curve considering increasing number of random sequences from our sRNA libraries and the number of different sequences that could be determined from each sample (Figure 2A). 

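The expected number of distinct sequences in a random part of the reads was computed exactly from the recovered reads. Of all distinct sequences in the 17472659 sRNA reads, a random 50% of the reads would hold 60.4%. Of the distinct sequences, 71.9% were read once, so that 8.89% of further reads would be expected to show a sequence not yet seen. In single libraries this share ran from 11.7% for KCl replicate 1 to 14.6% for KNO3 replicate 1.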

We found that even when considering the total number of sequences available in our experiments, almost 17 million reads, we were far from saturation. This analysis indicates that most molecules in our sRNA libraries were sequenced only a few times, making it difficult to obtain accurate quantitative results. 

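Of the distinct sRNA sequences, 90.4% were read at most 4 times. The 59255 sequences read at least 20 times made up 2.75% of the distinct sequences and held 78.0% of the reads, and the 100 most abundant sequences held 30.0%. The reads were therefore concentrated on few sequences, while the number of distinct sequences was set by those read once.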

Using the same RNA samples and quantitative real time PCR, we were able to corroborate induction of miR393 (Figure 2B), a miRNA previously identified as nitrate responsive [37]. This result indicates that a significantly higher depth of sequencing than the current standards [33,34,36,38] is required for quantitative comparison of the sRNA fraction of the Arabidopsis transcriptome. In contrast, when quantifying mRNAs a considerably lower number of sequences is required to reach saturation (Figure 2C).

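The 2712859 poly-A+ reads, with values rounded to whole reads, fell on 20722 annotated elements, of which 6.62% were seen once. A random 50% of the reads would show 95.0% of them, and 0.0505% of further reads would be expected to fall on an element not yet seen. In single libraries the part seen with 50% of the reads was between 88.7% for KNO3 replicate 2 and 92.2% for KCl replicate 2.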

**Figure 2:**
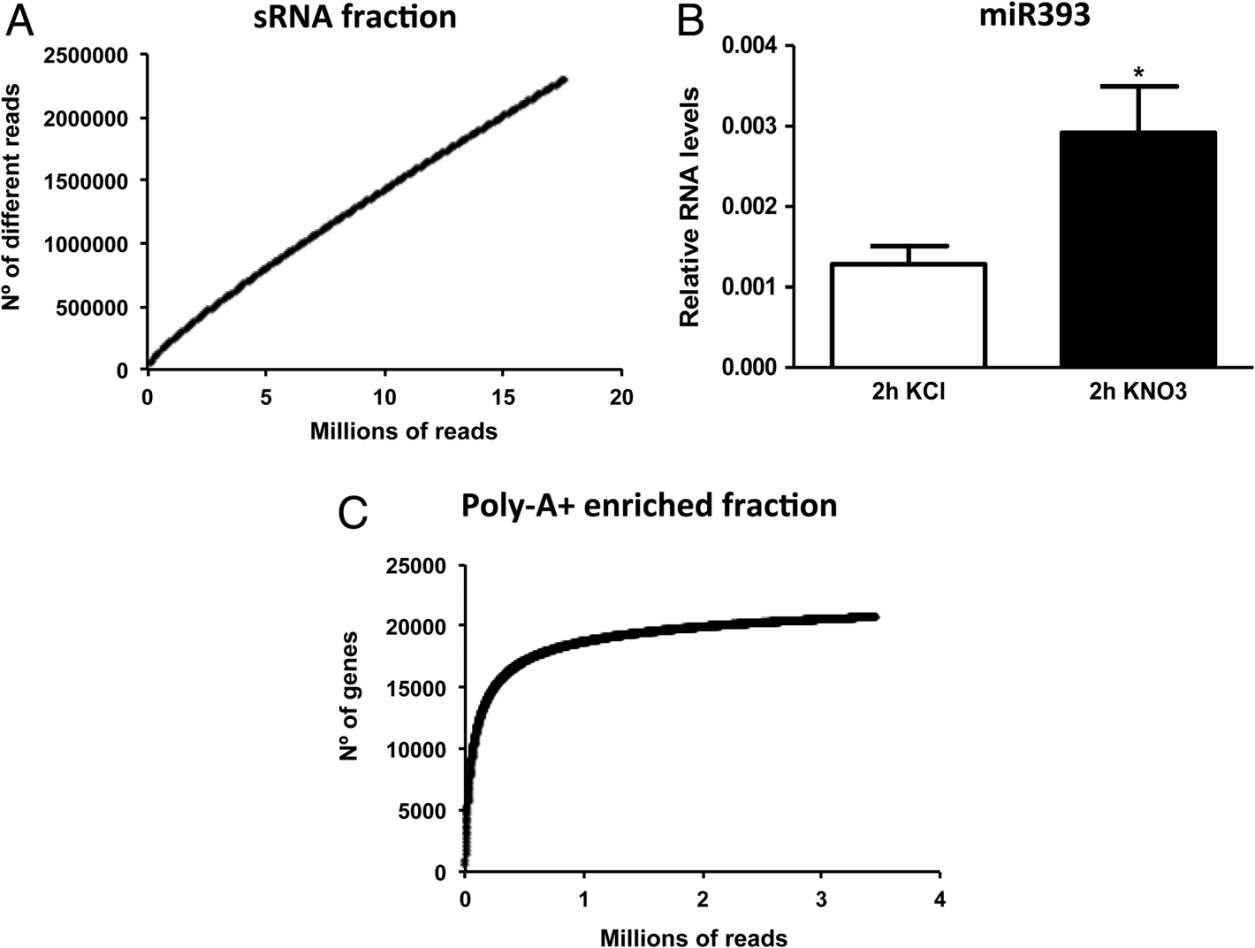
**Analysis of the diversity of sequences suggests that a higher depth of sequencing is required for quantitative results for sRNA libraries**. **A**.Rarefaction curve represents the number of different reads found at the indicated number of reads. The Y axis represents the number of different sequences that could be determined from each sample and the X axis represent the number of random sequences from our sRNA libraries. **B**. miR393 is regulated by nitrate in qRT-PCR experiments. We show results for three biological replicates. We show standard errors for each bar. The asterisk indicates means that differ significantly (p < 0.05). **C**. Rarefaction curve of unique reads that match annotated genes from poly-A + libraries.

Among the poly-A + sequences, we found 505 regulated genes, considering only sense sequences that have a unique match to known genes. 

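Of the elements of the poly-A+ table, 14996 with a summed value of at least 10 were tested with limma, and 511 had an adjusted p under 0.05. Of the 505 genes of Additional file 8, 467 were among them, and 37 others were tested without passing the threshold, with a median adjusted p of 0.0757. Over the 499 genes for which Additional file 8 lists a number, the log2 fold changes had the same sign for 499. Without the 50 of these that had at most 3 reads in each library of a treatment, the Pearson correlation across the other 449 genes, which are not independent replicates, was 0.998. The test with the mean-variance trend removed, an alternative chosen after the data were seen, moved the count most, to 37 genes. On simulated libraries at the same depths, with the single dispersion of the authors' adjustment, 128 of 199 genes changed by 4-fold were called, with 16 other genes. Among the changed genes with a mean of at least 50 reads per library, 100% of 31 were called.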

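Of the 511 genes past the threshold, 370 were induced and 141 repressed by KNO3. The split depended on the scaling: with library totals alone in place of the trimmed mean of M-values, 307 genes were induced and 320 repressed, and the median log2 fold change of all genes tested was -0.20 in place of -0.01. The median log2 fold change of the induced genes was 1.74 and that of the repressed genes -1.40, or 1.73 and -1.34 with the 24 and 20 genes that had at most 3 reads in each library of a treatment set to their lower bound. Such a bound sets that treatment to 3 reads and leaves out counting noise. Induced genes took 3.29% and 4.03% of the reads in the KCl libraries and 12.3% and 12.8% in the KNO3 libraries. G6PD3 (AT1G24280, chromosome 1, 8609338 to 8612580, TAIR10.1), which encodes a glucose-6-phosphate dehydrogenase, rose from 19.8 ± 11.3 to 511 ± 35.2 (scaled values, SD, n = 2), a log2 fold change of 4.74 (standard error 0.276, adjusted p = 1.5e-15 from limma). The other genes among the 10 with the highest log2 fold changes were AT5G10210, AT3G07350, BT1, UPM1, NRT2:1, RFNR2, NIR1, LBD37 and IPT3. AT3G07350 and IPT3 had at most 1 read in each KCl library, so that their change is given as such a bound, 19.2-fold and 10.3-fold. The largest fitted decrease was that of AT1G64590, from 168 ± 59.8 to 11.6 ± 3.55, a log2 fold change of -3.73 (adjusted p = 7.0e-12 from limma). The 20 repressed genes with at most 3 reads in each KNO3 library, among them PANK1, SUFE2 and AT4G28350, have only lower bounds. They cannot be ranked against AT1G64590.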

From these genes, 392 were induced and 113 were repressed by the nitrate treatment (Additional file 8). Regulated genes had an overrepresentation of genes belonging to the “nitrate response”, “nitrate transport”, “nitrate metabolic process”, “nitrate assimilation”, “nitrogen cycle metabolic process” and “cellular nitrogen compound biosynthetic process” Gene Ontology annotation, indicating that RNA-seq was successful for identifying nitrate responsive genes. Among these nitrate-regulated genes, we found 40 protein coding genes without probes in the ATH1 GeneChip (Table 1). 

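Gene Ontology terms were not used here. In their place, the 32 genes tested whose reference annotation holds the word nitrate or nitrite were compared as a set with the other genes. Their median log2 fold change was 0.69, against -0.01 for the others, and 21 of the 32 were higher in KNO3. The set was higher by camera with a preset correlation of 0.01 (p = 1.7e-13), and the call held under fry (p = 0.0360) and under camera with an estimated correlation (p = 0.0368). Of these genes 13 passed the threshold on their own, 11 of them induced. NIR1 (AT2G15620), which encodes nitrite reductase, rose from 292 ± 186 to 5683 ± 237 (scaled values, SD, n = 2), a log2 fold change of 4.44 (standard error 0.272, adjusted p = 4.1e-15 from limma). NRT2:1, NRT2.2, NIA1, WR3, ACA4, NRT1.1, CLC-A, NIA2, MOT2 and AFB3 were the other induced genes, and NRT1:2 and NAXT1 were lower, with log2 fold changes of -1.16 and -1.19. Without a mean-variance trend, a setting chosen after the data were seen, NIR1 and NRT2.2 stayed past the threshold and the other 11 did not. MOT2, NAXT1 and CLC-A also did not pass when all genes with a summed value of at least 1 were tested, nor did MOT2 with library totals alone.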

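All 40 genes of Table 1 were tested, and 35 had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone the number was 40, which is not independent evidence, since the paper chose the list on these samples. The genes had few reads, with a median of 98 over the 4 libraries and a range of 12 to 695, and 4 had fewer than 20. The log2 fold changes of the 35 induced genes ran from 0.72 to 4.63 and those of the 5 repressed genes from -2.08 to -1.00. BAP2, EHB1, RTFL15, AT2G31141 and AT1G52120 did not pass the threshold, with adjusted p-values of 0.197, 0.102, 0.0548, 0.170 and 0.0544 from limma. With the replicate number as a term, RTFL15, AT2G31141 and AT1G52120 passed it. AT1G23149 and AT1G23150 overlap and carry identical values in the table, so that they cannot be counted as separate measurements.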

We selected eight genes and validated them using real time quantitative reverse transcription polymerase chain reaction (RT-qPCR) (Additional file 9). 

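AGG2 (AT3G22942, chromosome 3, 8134077 to 8136204, TAIR10.1) had 7 and 5 reads in the KCl libraries and 19 and 14 in the KNO3 libraries. Its scaled value rose from 4.55 ± 1.61 to 21.3 ± 1.84 (SD, n = 2), a log2 fold change of 2.03 (standard error 0.448, adjusted p = 0.0035 from limma). With each library left out in turn the log2 fold change was between 1.73 and 2.33, a range that only restates the spread between replicates. The adjusted p ran from 0.00021 to 0.124 over the alternatives, and without a mean-variance trend, chosen after the data were seen, AGG2 did not pass the threshold. Among the other genes of the list, ABF2 and FBH2, which encode DNA-binding factors, had log2 fold changes of 1.26 and 1.28.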

Among the new nitrate-responsive genes, we found transcription factors and components of signaling cascades such as a γ subunit of the heterotrimeric G protein, AGG2. These genes may represent novel targets in the nitrate regulatory pathways in plants.

**Table 1:** **Illumina sequencing of poly**-**A** + **RNA enriched fraction identifies new nitrate responsive genes**

**AGI identifier**	**Description**	**log**_**2**_ (**KNO**_**3**_/**KCl**)
**AT5G63160**	BT1, BTB and TAZ domain protein 1	5.2
**AT1G11655**	Unknown protein	4.3
**AT5G65030**	Unknown protein	4.2
**AT1G70260**	nodulin MtN21 /EamA-like transporter family protein	4.0
**AT2G33550**	Homeodomain-like superfamily protein	3.7
**AT1G68238**	Unknown protein	3.7
**AT4G34419**	Unknown protein	3.6
**AT1G02030**	C2H2-like zinc finger protein	3.1
**AT4G34800**	SAUR-like auxin-responsive protein family	3.0
**AT5G03330**	Cysteine proteinases superfamily protein	2.9
**AT1G60050**	Nodulin MtN21 /EamA-like transporter family protein	2.9
**AT2G45760**	BAL, BAP2, BON association protein 2	2.8
**AT1G70800**	Calcium-dependent lipid-binding (CaLB domain) family protein	2.8
**AT4G29905**	Unknown protein	2.7
**AT3G22942**	AGG2, G-protein gamma subunit 2	2.2
**AT1G23149**	CPuORF29, conserved peptide upstream open reading frame 29	2.2
**AT1G23150**	Unknown protein	2.2
**AT5G65980**	Auxin efflux carrier family protein	2.2
**AT3G14260**	Protein of Unknown function (DUF567)	2.1
**AT3G48180**	Unknown protein	2.1
**AT3G25717**	DVL6, RTFL16, ROTUNDIFOLIA like 16	2.1
**AT2G41440**	Unknown protein	2.1
**AT1G13245**	DVL4, RTFL17, ROTUNDIFOLIA like 17	2.0
**AT1G68825**	DVL5, RTFL15, ROTUNDIFOLIA like 15	2.0
**AT5G58320**	Kinase interacting (KIP1-like) family protein	2.0
**AT3G29034**	Unknown protein	1.9
**AT1G22882**	Galactose-binding protein	1.6
**AT4G04745**	Unknown protein	1.6
**AT4G09180**	basic helix-loop-helix (bHLH) DNA-binding superfamily protein	1.3
**AT1G45249**	ABF2, abscisic acid responsive elements-binding factor 2	1.3
**AT5G38200**	Class I glutamine amidotransferase-like superfamily protein	1.2
**AT2G18193**	P-loop containing nucleoside triphosphate hydrolases superfamily protein	1.2
**AT5G10200**	ARM-repeat/Tetratricopeptide repeat (TPR)-like protein	1.2
**AT5G52882**	P-loop containing nucleoside triphosphate hydrolases superfamily protein	0.9
**AT2G31141**	Unknown protein	0.8
**AT3G48340**	Cysteine proteinases superfamily protein	−1.0
**AT2G23790**	Protein of Unknown function (DUF607)	−1.2
**AT1G52120**	Mannose-binding lectin superfamily protein	−1.5
**AT4G39795**	Protein of Unknown function (DUF581)	−1.9
**AT3G06550**	O-acetyltransferase family protein	−2.0

Reads were mapped to the Arabidopsis genome and regulated genes were determined using DESeq. We identified protein coding genes that were not represented on the Affymetrix ATH1 microarray. We show the log_2_(KNO_3_/KCl) value for 2 biological replicates.

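The log2 fold changes of the 40 genes, computed on log2(scaled value + 1), had the sign given in the table for 40 of 40. Of the 40, 7 had at most 3 reads in each KCl library, so that their change is only a lower bound. The other 33 had a Pearson correlation of 0.997 with the values of the table across genes, which are not independent replicates.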

### Prediction of new genes

In order to identify regions of the Arabidopsis genome that could encode new genes expressed under our experimental nitrate-treatment conditions, we searched for clusters of sequences that match the genome uniquely in regions without annotation (see Methods). These clusters could overlap annotated genes but in anti-sense orientation. Average exon length in the Arabidopsis genome (TAIRv10) is 298 nt, therefore we only considered clusters of 300 nt or more. We found 17 clusters with these criteria (Additional file 10), 4 of which were located in the complementary strand of annotated genes and might represent natural antisense transcripts (NATs). Two clusters have been previously reported as cis-NATs in an analysis of Arabidopsis full-length cDNAs, At5g49440 and At3g19380 [56]. We found that one of the 17 clusters was induced by nitrate treatments. We labeled this cluster TCP23as as it is antisense to the TCP transcription factor TCP23 (At1g35560) (Figure 3A). We also found sRNAs matching the same region both in sense and antisense orientation (Figure 3B), however we did not find a correlation between their expression and TCP23as regulation by nitrate, suggesting these sequences most likely represent degradation products of TCP23 and TCP23as. 

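The gene TCP23 spans 13115824 to 13117235 on the minus strand of chromosome 1 (TAIR10.1). Among sRNA sequences with a single locus, 16 reads matched it in the sense and 28 in the antisense orientation over the 4 libraries. The antisense reads were 5 and 4 in the KCl libraries and 7 and 12 in the KNO3 libraries, or 1.02 and 1.48 against 1.67 and 2.11 per 1000000 reads. The sense reads were 1 and 4 in the KCl libraries and 7 and 4 in the KNO3 libraries. The 28 antisense reads came from 25 distinct sequences. The antisense reads per 1000000 were higher in both KNO3 libraries, and the sense reads overlapped between treatments. No test was run on these few reads, so that a difference between treatments stays open.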

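TCP23 (AT1G35560) had 3 and 6 reads in the KCl poly-A+ libraries and 4 and 4 in the KNO3 libraries. Its scaled value was 3.37 ± 1.43 in KCl and 5.31 ± 0.725 in KNO3 (SD, n = 2), a log2 fold change of 0.57 (standard error 0.632, adjusted p = 0.803 from limma). At this depth only a large change could have been detected.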

TCP23 was found not to be regulated by nitrate in our RNA-sequencing data (Additional file 5). In order to validate expression of this putative antisense transcript, we reverse-transcribed root RNA using strand-specific primers for TCP23 and for its antisense transcript and performed PCR with gene specific primers. As shown in Figure 3C, both TCP23 and TCP23as are expressed in roots, but only TCP23as is induced by the nitrate treatment. Our data suggest TCP23as could represent a novel nitrate-regulated transcript that might regulate TCP23 expression at the transcriptional or post-transcriptional level. Given the low expression levels of TCP23 in whole root sample, it is likely that its regulation by TCP23as occurs only in a subset of root cells.

**Figure 3:**
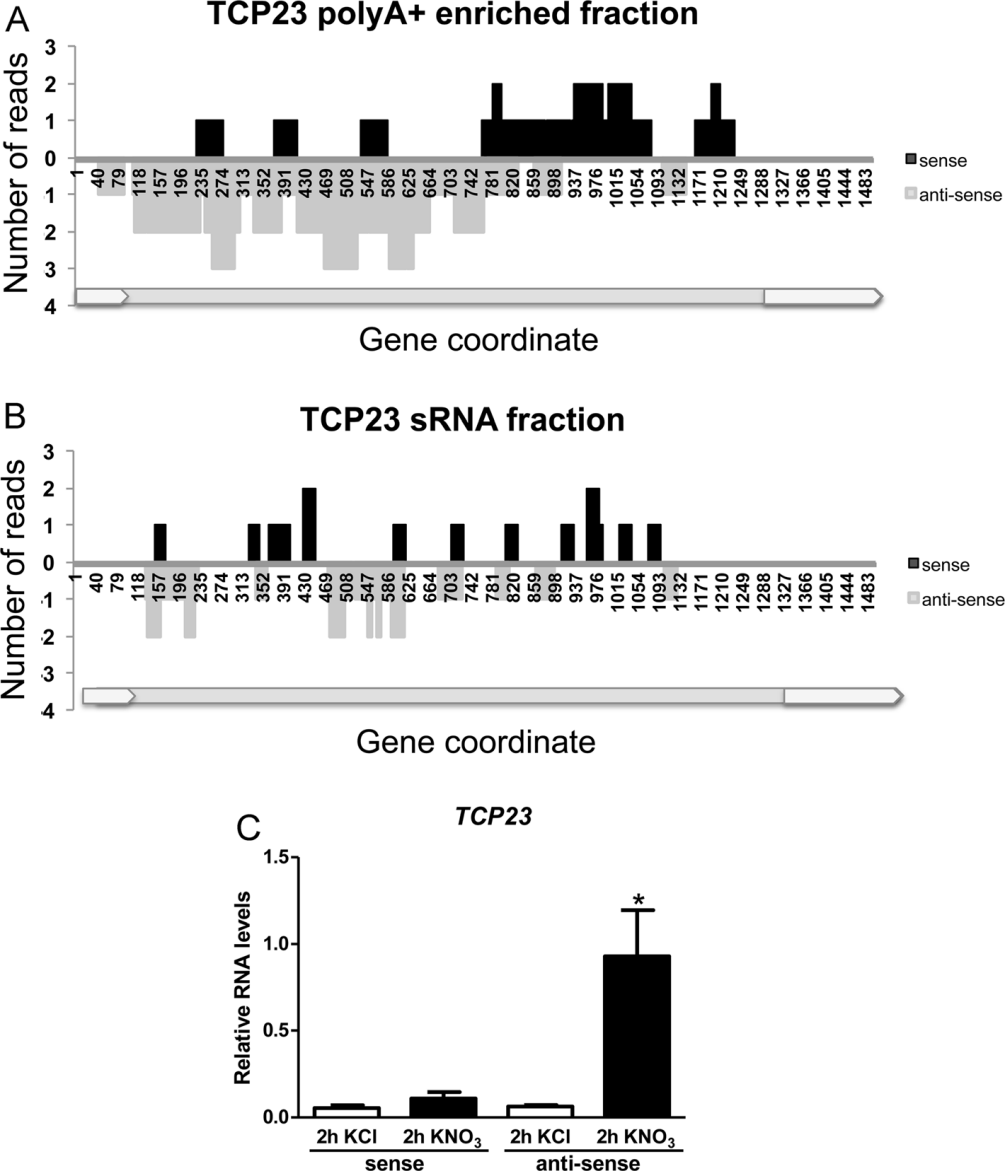
**TCP23as is a novel nitrate**-**regulated gene that is anti**-**sense to TCP23**. **A**. We represent RNA poly-A + transcripts mapping the TCP23 (AT1G35560) region. The black and grey bars represent reads sense or antisense to AT1G35560 respectively. We show the gene structure of TCP23 in gray. Gray represents 5’UTR and 3’UTR and dark gray represents the coding region. **B**. We represent sRNA transcripts mapping the TCP23 locus similar to panel A. **C**. cDNA was prepared using strand-specific primers for TCP23 and TCP23as. We quantified relative RNA levels of both transcripts using RT-qPCR. We show the results of three biological replicates and standard error.

### Prediction of novel miRNA genes

Numerous approaches have been utilized to predict and discover miRNAs [57,58]. However, few experiments have been performed under contrasting N nutrient conditions [33,34,36]. To generate a list of putative new miRNAs that may be expressed under our experimental conditions, we used the miRNA gene prediction tool available in the University of East Anglia (UEA) sRNA toolkit, miRCat (http://srna-tools.cmp.uea.ac.uk) [59]. We chose this prediction tool because it is optimized for the identification of plant miRNA hairpins, and it has been trained and tested with published *Arabidopsis thaliana* high-throughput sRNA sequence data. We used as input for miRCat the filtered sRNA sequences obtained from our 4 sRNA libraries. miRCat was able to predict 123 mature miRNA sequences corresponding to 87% of the known miRNAs identified in our samples, indicating that the prediction algorithms implemented in miRCat are highly efficient in identifying plant miRNAs. The miRCat program was able to predict 51 new miRNA sequences when compared with miRBase v17 (Table 2). 

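The 51 sequences of Table 2 hold 48 distinct ones. Of the 51, 49 lie at the coordinates of the table in TAIR10.1, and 34 have a single locus. All 48 distinct sequences were found in the sRNA table, 45 of them with at least 10 reads and 40 in every library. Of the 33 that had a summed value of at least 20, 0 had an adjusted p under 0.05 from limma, over all sequences tested and adjusted over the list alone, and 2 had an unadjusted p under 0.05.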

From these 51 new miRNA sequences our studies uncovered, 12 were recently cross-validated by other groups, suggesting the veracity of our results [47,60-63]. 21 putative new miRNA sequences were found in intergenic regions, likely representing new transcriptional units (Table 2). 

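The reference annotation lists miRNA genes at 49 of the 51 positions, so these were set aside, with snoRNA and other RNA genes, to compare locations. Of the 21 positions that Table 2 places between genes, 16 then lay outside every protein coding gene and pseudogene. Another 2 lay in a 3'UTR, 1 in a coding exon, 1 in an intron and 1 in a pseudogene. The position in a coding exon is the one listed for ath-MIR8167b, whose sequence does not lie there in TAIR10.1.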

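Of the 10 sequences that Table 2 places in introns, 8 lay in an intron of a protein coding gene of the reference annotation, 1 in a 3'UTR and 1 between genes. Both sequences placed in a 5'UTR and the 1 placed in a pseudogene lay there in the reference.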

10 miRNA sequences were found inside introns and 2 were found in the 5’UTR of protein coding genes suggesting they are transcribed along with the gene they overlap and 1 miRNA was found in a pseudogene (Table 2). 

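Of the 17 sequences that Table 2 places in the stem loop of a known miRNA, 16 lay inside a miRNA gene of the reference annotation. The other is ath-MIR840-3p, whose sequence does not lie at the listed coordinates in TAIR10.1.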

17 new miRNA sequences were located inside the region coding for the stem loop of known miRNAs (Table 2). Sequences that map onto miRNA precursors and that do not correspond to the mature miRNA or miRNA* sequences have been previously reported in Arabidopsis and are potentially functional miRNAs that are generated by the miRNA pathway [64,65]. All these new miRNAs have low expression levels, most of them being sequenced less than 50 times in our libraries, which probably explains why they have not been reported previously.

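The 51 new miRNAs had a median of 40 reads over the 4 sRNA libraries together, and 27 had fewer than 50. The range was wide, from 8 reads to the 31190 reads of miR173-5p. Outside the stem loops of known miRNAs, 22 of 34 had fewer than 50 reads, and inside them 5 of 17. When sequences that differ by up to 1 nt at either end were counted with the mature sequence, 19 of the 51 had fewer than 50 reads. The paper proposes the low abundance as the reason why these miRNAs had not been reported before.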

**Table 2:** Illumina sequencing identifies novel miRNAs

**miRNA**	**Chr**	**miRNA Start**	**miRNA End**	**Mature Sequence**	miRNA*	**miRNA previoulsy reported**	**miRNA located in**
miR5640	1(−)	1653540	1653560	AUGAGAGAAGGAAUUAGAUUC	YES	ath-miR5640 [47]	AT1G05570.1 intron
ath-MIR472-5p	1(−)	4182266	4182286	AUGGUCGAAGUAGGCAAAAUC	NO	Novel	ath-MIR472 stem loop
ath-MIR8166	1(−)	4525316	4525337	AGAGAGUGUAGAAAGUUUCUCA	NO	Novel	Intergenic region AT1G13240-AT1G13245
miR5654-3p	1(+)	11786350	11786371	GAAGAUGCUUUGGGAUUUAUUU	NO	miR5654-3p [47,63]	AT1G32583.1, 5'UTR
ath-MIR829-5p	1(−)	11834153	11834173	ACUUUGAAGCUUUGAUUUGAA	YES	Novel	ath-MIR829 stem loop
miR5014a	1(+)	24554009	24554029	UGUUGUACAAAUUUAAGUGUA	YES	ath-miR5014a [47,60]	AT1G65960.1 intron
ath-MIR840-3p	1(−)	771385	771405	UUGUUUAGGUCCCUUAGUUUC	YES	Novel	ath-MIR840 stem loop
ath-MIR398a-3p	2(+)	1040948	1040968	AAGGAGUGGCAUGUGAACACA	YES	Novel	ath-MIR398a stem loop
ath-MIR8180	2(+)	2063980	2063998	UGCGGUGCGGGAGAAGUGC	NO	Novel	Intergenic region AT2G05580-AT2G05590
ath-MIR8175	2(+)	3740938	3740957	GAUCCCCGGCAACGGCGCCA	NO	Novel	Intergenic region AT2G09880-AT2G09890
ath-MIR396a-3p	2(−)	4142331	4142351	GUUCAAUAAAGCUGUGGGAAG	YES	Novel	ath-MIR396a stem loop
ath-MIR8168	2(+)	5080690	5080710	AGGUGCUGAGUGUGCUAGUGC	NO	Novel	Intergenic region AT2G12490-AT2G12500
ath-MIR5632-5p	2(−)	8392588	8392608	UUGAUUCUCUUAUCCAACUGU	YES	Novel	ath-MIR5632 stem loop
ath-MIR8167a	2(+)	8894985	8895006	AGAUGUGGAGAUCGUGGGGAUG	NO	Novel	Intergenic region AT2G20620-AT2G20625
miR5995b	2(−)	10026977	10026997	AAAGAUGCAGAUCAUAUGUCC	YES	ath-miR5995b [63])	Intergenic region AT2G23540-AT2G23550
ath-MIR831-5p	2(+)	10247259	10247280	AGAAGCGUACAAGGAGAUGAGG	NO	Novel	ath-MIR831 stem loop
miR5637	2(−)	12270195	12270216	UAGAGGAAAAUAUAGAGUUGGG	NO	ath-miR5637 [47]	Intergenic region AT2G28620-AT2G28625
ath-MIR8170.1	2(+)	14100020	14100040	AUAGCAAAUCGAUAAGCAAUG	YES	Novel	AT2G33255.1 intron
ath-MIR8170.2	2(+)	14100079	14100099	UUGCUUAAAGAUUUUCUAUGU	YES	Novel	AT2G33255.1 intron
ath-MIR160a-3p	2(+)	16340342	16340362	GCGUAUGAGGAGCCAUGCAUA	YES	Novel	ath-MIR160a stem loop
ath-MIR8171	2(+)	16890466	16890486	AUAGGUGGGCCAGUGGUAGGA	NO	Novel	AT2G40440.1 intron
ath-MIR166a-5p	2(+)	19176128	19176148	GGACUGUUGUCUGGCUCGAGG	YES	Novel	ath-MIR166 stem loop
ath-MIR408-5p	2(+)	19319866	19319886	ACAGGGAACAAGCAGAGCAUG	YES	Novel	ath-MIR408 stem loop
miR5650	2(+)	19686959	19686979	UUGUUUUGGAUCUUAGAUACA	YES	ath-miR5650 [47]	AT2G48140.1 intron
miR173-5p	3(+)	8236161	8236182	UUCGCUUGCAGAGAGAAAUCAC	YES	ath-miR173-5p [62,63]	ath-miR173-5p stem loop
ath-MIR8169	3(+)	8836359	8836379	AUAGACAGAGUCACUCACAGA	NO	Novel	Intergenic region AT3G24340-AT3G24350
ath-MIR8183	3(−)	11747799	11747819	UUUAGUUGACGGAAUUGUGGC	NO	Novel	AT3G30110.1, pseudogene
ath-MIR8165	3(−)	16538510	16538530	AAUGGAGGCAAGUGUGAAGGA	NO	Novel	Intergenic region AT3G45170-AT3G45180
ath-MIR8174	3(−)	16589431	16589451	AUGUGUAUAGGGAAGCUAAUC	NO	Novel	Intergenic region AT5G38460-AT5G38470
miR5651	3(+)	17178489	17178509	UUGUGCGGUUCAAAUAGUAAC	YES	ath-miR5651 [47]	Intergenic region AT3G46616-AT3G46620
ath-MIR8167b	3(−)	8894985	8895006	AGAUGUGGAGAUCGUGGGGAUG	NO	Novel	Intergenic region AT3G47410-AT3G47420
ath-MIR8167c	3(−)	17469946	17469967	AGAUGUGGAGAUCGUGGGGAUG	NO	Novel	Intergenic region AT3G50700-AT3G50710
miR5633	3(+)	19544786	19544807	AUGAUCAUCAGAAAACAGUGAU	NO	ath-miR5633 [47])	Intergenic region AT3G52730-AT3G52740
ath-MIR393b-3p	3(+)	20691778	20691798	AUCAUGCGAUCUCUUUGGAUU	YES	Novel	ath-MIR393 stem loop
ath-MIR8182	3(+)	22678166	22678187	UUGUGUUGCGUUUCUGUUGAUU	NO	Novel	AT3G61270.1, 5'UTR
ath-MIR166b-5p	3(+)	22922212	22922232	GGACUGUUGUCUGGCUCGAGG	YES	Novel	ath-MIR166 stem loop
ath-MIR8172	4(−)	7102572	7102592	AUGGAUCAUCUAGAUGGAGAU	YES	Novel	Intergenic region AT4G11800-AT4G11810
ath-MIR8179	4(−)	7161930	7161950	UGACUGCAUUAACUUGAUCGU	NO	Novel	AT4G1192.1 intron
ath-MIR8176	4(+)	11795199	11795219	GGCCGGUGGUCGCGAGAGGGA	NO	Novel	Intergenic region AT4G22320-AT4G22330
ath-MIR8178	4(+)	18087285	18087305	UAACAGAGUAAUUGUACAGUG	NO	Novel	AT4G38760.1 intron
ath-MIR8184	5(−)	3311974	3311994	UUUGGUCUGAUUACGAAUGUA	NO	Novel	Intergenic region AT5G10504-AT5G10510
miR5629	5(+)	3802933	3802954	UUAGGGUAGUUAACGGAAGUUA	NO	ath-miR5629 [47]	Intergenic region AT5G11790-AT5G11800
ath-MIR865.2	5(+)	5169992	5170011	UCUGGGAUGAAUUUGGAUCU	NO	Novel	ath-MIR865 stem loop
miR1888	5(+)	7168879	7168899	UAAGUUAAGAUUUGUGAAGAA	NO	ath-miR1888 [61,62]	AT5G21100.1 intron
ath-MIR8173	5(−)	7478572	7478592	AUGUGCUGAUUCGAGGUGGGA	NO	Novel	Intergenic region AT5G22510-AT5G22520
ath-MIR8177	5(−)	9362634	9362655	GUGUGAUGAUGUGUCAUUUAUA	NO	Novel	Intergenic region AT5G26617-AT5G26620
miR5638b	5(+)	14100017	14100037	ACAGUGGUCAUCUGGUGGGCU	NO	ath-miR5638b [47]	Intergenic region AT5G35945-AT5G35950
ath-MIR160c-3p	5(−)	19009095	19009115	CGUACAAGGAGUCAAGCAUGA	YES	Novel	ath-MIR160c stem loop
ath-MIR870-5p.1	5(−)	21395592	21395612	UUAGAAUGUGAUGCAAAACUU	NO	Novel	ath-MIR870 stem loop
ath-MIR870-5p.2	5(−)	21395604	21395624	AAGAACAUCAAAUUAGAAUGU	NO	Novel	ath-MIR870 stem loop
ath-MIR8181	5(−)	21641289	21641308	UGGGGGUGGGGGGGUGACAG	NO	Novel	AT5G5333.1, intron

Sequences from the Illumina libraries were queried for sequences representing putative new miRNAs with the miRCat program from the UEA sRNA toolkit. We show the genomic location and sequences of these miRNAs. Presence of reads corresponding to miRNA* are indicated (Yes or No). miRNAs that are not included in miRBase 17 but that have been cross-validated by other groups are indicated.

The name of mature sequences derived from the same arm of known hairpin precursor were named with the suffix .1 or .2. If the sequences derive from the opposite arm from the previously annotated sequence,were named with the suffix -5p, -3p.

### A novel nitrate-responsive miRNA/target regulatory module (AtPPC3/miR5640)

In order to further characterize the role of the novel miRNAs in the root nitrate response, we predicted target genes for new miRNAs sequenced in our libraries using the target prediction tool Target finder from the UEA sRNA toolkit, (Additional file 11). The program is based on a set of rules determined specifically for plant miRNA/TARGET interactions [66,67]. We looked in the target list for genes that could be related to N metabolism or to root growth regulation and that were either induced or repressed by nitrate based on our Illumina results. One of the predicted targets was the transcript for PHOSPHOENOL PYRUVATE CARBOXYLASE 3 (AtPPC3, At3g14940) (Additional file 11), an enzyme that catalyzes CO_2_ incorporation with phosphoenol pyruvate to form oxaloacetate [68]. 

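AtPPC3 (AT3G14940, chromosome 3, 5025184 to 5029886, TAIR10.1) encodes a phosphoenolpyruvate carboxylase. It had 803 and 1054 poly-A+ reads in the KCl libraries and 984 and 1140 in the KNO3 libraries. Its scaled value rose from 700 ± 75.1 to 1418 ± 347 (SD, n = 2), a log2 fold change of 1.00 (standard error 0.226, adjusted p = 0.0045 from limma). The change was between 0.75 and 1.25 with each library left out in turn, which restates the spread between replicates and is no test of stability. With library totals alone it was 0.80. Over the alternatives the adjusted p ran from 1.2e-09 to 0.407: the gene did not pass the threshold when genes with a summed value of at least 1 were tested (0.0823), nor without a mean-variance trend (0.407, chosen after the data were seen).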

*AtPPC3* is induced in roots after nitrate treatment based on our sequencing data (Additional file 8). The miRNA predicted to target *AtPPC3* has recently been reported as miR5640 [47]. miR5640 has been shown to be expressed in Arabidopsis primary root in the apical half of the meristematic zone (early meristematic zone), the elongation zone, and the maturation zone, according to sequencing data, but no additional validation on its expression or additional characterization of its function or target prediction has been performed [47]. In order to validate miR5640 as a *bona fide* miRNA, we confirmed its expression and expression of its precursor in roots using RT-qPCR. In addition, miR5640 precursor accumulated in the DCL1 (*dcl1*-*9*) mutant plants (Figure 4A), indicating that miR5640 precursor is processed by DCL1 as most miRNA precursors [69]. In order to experimentally confirm that AtPPC3 is a miR5640 target and to map the miR5640 cleavage site, we performed a modified RLM-RACE procedure [70]. We were able to detect and clone an amplification product corresponding to the expected size of a miR5640-cleaved AtPPC3 fragment. It has been described that cleavage of the target transcripts occurs near the middle of the base-pairing interaction [71,72]. As shown in Figure 4B, 30 out of 32 clones sequenced had a cleavage site inside the miRNA complementary sequence, between the 8^th^ and 9^th^ complementary bases from the miRNA 5’ end. This result suggests that *AtPPC3* is a target of miR5640 and further corroborates miR5640 as a *bona fide* miRNA. Based on our sequencing data, we did not find differential expression of miR5640 2 hours after nitrate treatment, although *AtPPC3* is induced by this treatment. 

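The 21 nt sequence of miR5640 was read 142 and 105 times in the KCl sRNA libraries and 149 and 143 times in the KNO3 libraries. This corresponds to 29.0 and 39.0 per 1000000 reads in KCl and 35.6 and 25.1 in KNO3. The log2 fold change was -0.21 (standard error 0.613, unadjusted p = 0.735 from limma, adjusted p from 0.914 to 0.998 over the alternatives), and it lay between -0.52 and 0.09 with each library left out in turn.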

In order to determine if miR5640/AtPPC3 could represent a nitrate-responsive miRNA/TARGET module, we analyzed the nitrate response of the miR5640/AtPPC3 pair on a time course using RT-qPCR. As shown in Figure 4C, *AtPPC3* peak of induction by nitrate correlates with miR5640 repression by nitrate. The reduction of *AtPPC3* levels over time also correlates with the de-repression of miR5640, suggesting that *AtPPC3* levels are post-transcriptionally regulated by this miRNA in response to nitrate. Thus, miR5640/AtPPC3 represents a nitrate-responsive module that could be important for modulating carbon/N balance for nitrate assimilation in Arabidopsis roots.

**Figure 4:**
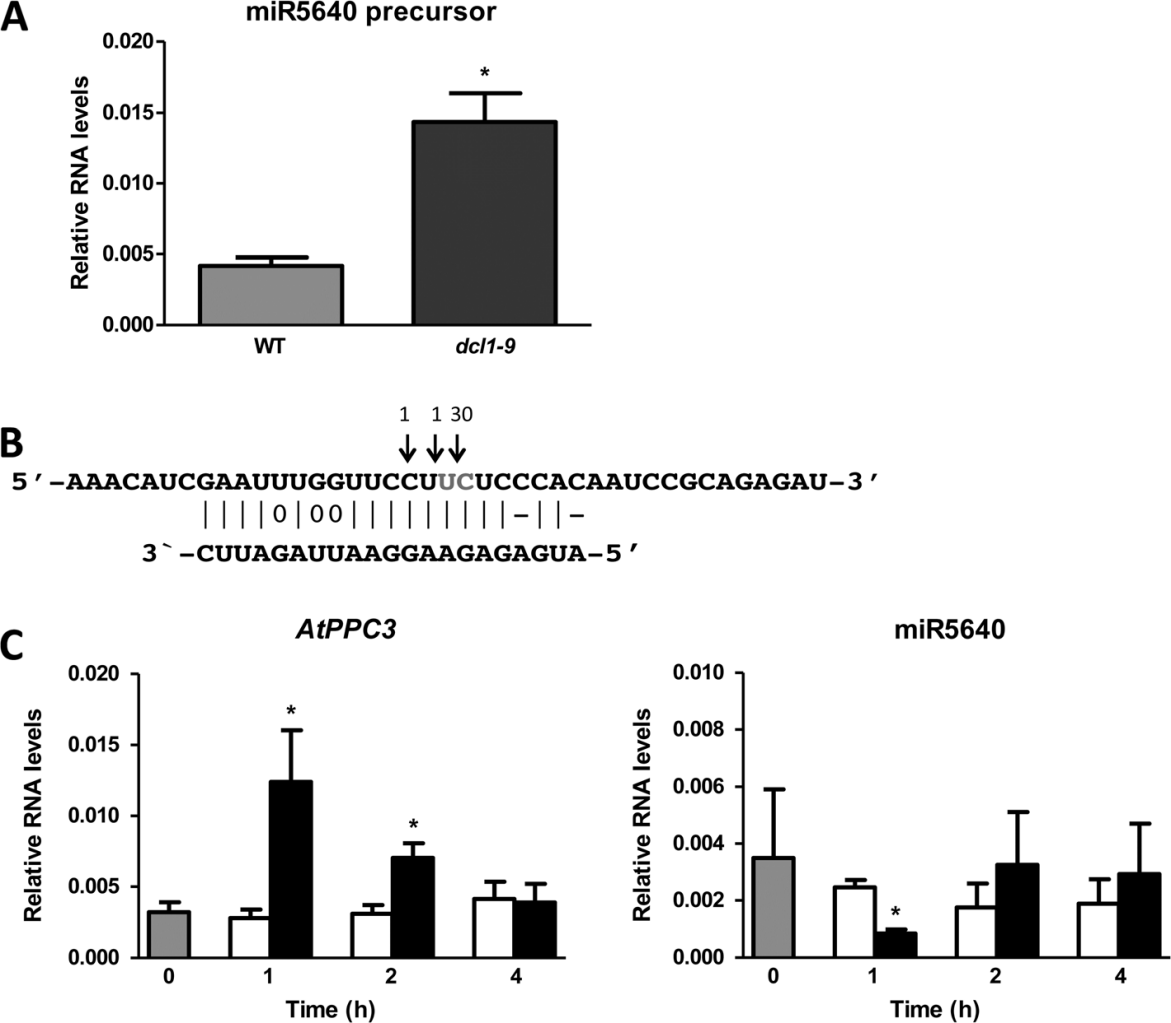
**Illumina sequencing identifies a novel miRNA**/**TARGET module consisting of miR5640 and its target**, ***AtPPC3***. **A**. We analyzed the RNA levels of miR5640 predicted precursor using RT-qPCR in WT plants and in the *dcl1*-*9* mutant. **B**. We used RLM-RACE to validate *AtPPC3* as target of miR5640. The arrows show the numbers of colonies found with the cleavage product. **C**. We determined the RNA levels of *AtPPC3* and of mature miR5640 after 1, 2 and 4 hours of nitrate (black bars) or KCl (white bars) treatments. We show the results of three biological replicates and standard error.

## Discussion

High throughput sequencing approaches have become powerful tools to identify the transcriptome of Arabidopsis and other systems. Besides the ability to profile novel genes expressed at low levels which could not be identified by traditional cloning and sequencing approaches, the high depth of sequencing obtained by these techniques allows for the absolute quantification of genes, and the comparison of gene expression under different experimental conditions [38,73,74]. Our high throughput sequencing results provided a detailed view of poly-A + RNAs and sRNAs expressed in Arabidopsis roots. We found that roots express a considerable portion of known protein coding genes and miRNA genes. However, most of these genes are expressed at low levels. These transcripts might represent cell specific transcripts whose expression is diluted when considering the whole root. Transcriptomics analysis of specific root cell types has shown that gene expression has an important cell-specific component that gives rise to functional diversification of cells [52,53].

Even though the sequencing depth used to characterize the sRNA component did not allow for accurate quantitative estimates, we were able to discover novel miRNAs that have eluded previous efforts. Our bioinformatics analysis predicted 51 putative miRNAs expressed in roots under the experimental conditions. Most of these sequences were poorly expressed with less than 1 transcript per million transcripts. 

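Over the 4 sRNA libraries together, 14 of the 51 new miRNAs had fewer than 1 per 1000000 reads and 27 had fewer than 3. With sequences up to 1 nt longer or shorter at either end counted too, 4 of the 51 had fewer than 1 per 1000000 reads.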

A recent publication that analyzes miRNA expressed in specific developmental zones and cell types of the root shows that 9 of these new miRNAs have cell or developmental zone specific expression [47] which can explain their low expression in the whole root samples. We were able to validate one of the predicted miRNAs, miR5640, as a putative miRNA expressed in roots. This miRNA is located inside intron 23 of the *CALLOSE SYNTHASE 1* gene (*CALS1*, AT1G05570). 

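The mature sequence ATGAGAGAAGGAATTAGATTC lies at 1653540 to 1653560 on the minus strand of chromosome 1 (TAIR10.1). CALS1 spans 1647575 to 1659611 on the same strand. In the transcript with 43 exons, the sequence lies in intron 23, which is 771 nt long, 262 nt from its 5' end and 488 nt from its 3' end. With 20 nt on either side the genome reads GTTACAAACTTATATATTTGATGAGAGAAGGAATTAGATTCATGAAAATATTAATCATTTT. The intron held 807 sRNA reads in the sense and 0 in the antisense orientation, all from sequences with a single locus, and 539 of the sense reads were the mature sequence itself. The next sequences, TGAGAGAAGGAATTAGATTC with 98 reads and TGAGAGAAGGAATTAGATTCA with 86, overlap it. Nearer to the 3' end of the intron, the sequences at 1653283 to 1653303 and at 1653289 to 1653309 held 5 and 4 reads.

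**Figure D2:**
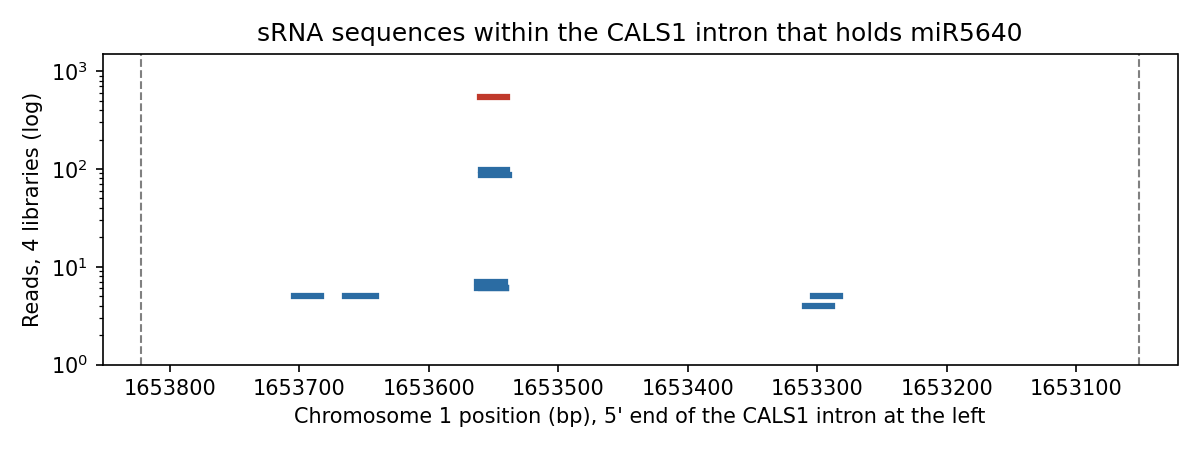
The 10 most abundant sRNA sequences within the CALS1 intron that holds miR5640, by position on chromosome 1 (horizontal axis, the 5' end of the intron at the left) and by reads over the 4 libraries (vertical log axis). Each bar is 1 sequence, drawn to its length. The red bar is the mature miR5640 with 539 reads and the dashed lines mark the ends of the intron.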

Intronic miRNAs represent the majority of the miRNAs of animal systems but there are only a few examples in Arabidopsis [75,76]. Characterized intronic Arabidopsis miRNAs include miR162a and miR838 which are involved in the regulation of *DCL1*[24,77,78]. However, analyzing our sequencing results, we found that the CALS1 transcript was not regulated by nitrate, thus miR5640 could have an independent nitrate-responsive promoter or pri-miR5640 processing to generate the mature miRNA could be a nitrate-regulated process.

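CALS1 (AT1G05570) had at least 63 poly-A+ reads in each library. Its scaled value was 111 ± 28.4 in KCl and 104 ± 16.0 in KNO3 (SD, n = 2), a log2 fold change of -0.07 (standard error 0.247, adjusted p = 0.950 from limma). From the unchanged host transcript the paper proposes a promoter of the miRNA's own or regulated processing.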

We found miR5640 targeted the transcript that codes for *AtPPC3*, one of the four phosphoenolpyruvate carboxylase enzymes in Arabidopsis [79]. AtPPCs are important enzymes of carbon metabolism that catalyze the β-carboxylation of phosphoenolpyruvate to yield oxaloacetate. In C3 plants and algae, it has been shown that ATPPCs are important for the production of carbon skeletons for nitrogen assimilation [68,80,81]. Although there has been an extensive biochemical characterization of the AtPPCs enzymes in Arabidopsis, there are no reports of their function in N metabolism. AtPPC3 is a root specific AtPPC [82] and we found that it was nitrate-induced in our experiments, which is in agreement with the positive effect on nitrate assimilation predicted for this AtPPC. We also found evidence indicating that nitrate induction of *AtPPC3* might depend on a miR5640-mediated post-transcriptional regulation of *AtPPC3* levels in response to nitrate. Although we found AtPPC3 cleavage products that might be generated by miR5640 action over this transcript, we need further experiments to validate *AtPPC3* as a miR5640 target (i.e. to analyze *AtPPC3* levels in a miR5640 overexpressor plant), and to validate the role of this miRNA/*TARGET* module in nitrate assimilation in roots.

An advantage of using high throughput sequencing is the ability to interrogate gene expression without the representation bias present in microarray experiments. We discovered 40 protein-coding genes that have not been reported to be nitrate-responsive in previous transcriptomics analysis of Arabidopsis roots. Among them, we found highly responsive genes such as *BT1* (At5g63160), a calmodulin-binding scaffold protein that acts redundantly with other BT proteins in female gametophyte development [83]. 

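BT1 (AT5G63160, chromosome 5, 25333172 to 25335570, TAIR10.1) had the highest fitted log2 fold change of the 40 genes, 4.63 (standard error 0.436, adjusted p = 4.4e-10 from limma). The 7 genes of Table 1 with at most 3 reads in each KCl library have only lower bounds and cannot be ranked against BT1. The log2 fold change of BT1 was between 4.04 and 5.23 with each library left out in turn, a range that only restates the spread between replicates. The highest adjusted p of BT1 from limma over the alternatives was 0.0389.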

The closest homolog of BT1, BT2, has been reported to be responsive to multiple hormonal, stress and nutritional signals, including nitrate [84]. 

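BT1 had 1 and 4 poly-A+ reads in the KCl libraries and 47 and 51 in the KNO3 libraries, or scaled values of 1.86 ± 1.57 and 65.1 ± 12.6 (SD, n = 2). Reads of BT1 were thus found in both KCl libraries, but they were few. RNA of KNO3-treated roots in KCl replicate 2 was not excluded, so that expression of BT1 without nitrate stays open. Its relative BT2 (AT3G48360) had 1 and 3 reads in KCl and 10 and 14 in KNO3. With KCl set to 3 reads it was 6.65-fold higher, a bound that leaves out counting noise. The fitted log2 fold change of BT2 was 2.80 (standard error 0.583, adjusted p = 0.0017 from limma), and from 1.68 to 3.15 over the alternatives. The adjusted p ran from 9.4e-05 to 0.0907 over the alternatives, the highest without a mean-variance trend, chosen after the data were seen.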

Interestingly, *BT1* is only expressed when nitrate is supplied, suggesting that it might have a nitrate-specific function in roots. The *AGG2* gene, one of the two genes encoding the gamma subunit of heterotrimeric G protein was also induced by nitrate. Heterotrimeric G protein in Arabidopsis has been involved in various developmental processes. In roots, it is involved in lateral root formation [85] and root apical meristem growth [86]. We have found that nitrate has an effect in primary and lateral root growth [37], thus nitrate regulation of *AGG2* might contribute to this response.

NATs are transcripts that fully or partially overlap with other transcripts. These pairs can mediate production of siRNAs to silence gene expression [87]. Additionally, NATs can modulate transcription, can affect mRNA stability and translation and can induce chromatin and DNA epigenetic changes [88]. Computational predictions have shown that the Arabidopsis genome potentially encodes sense-antisense transcript pairs representing approximately 7% of the protein coding genes [56]. We were able to identify 4 putative NATs of >300 bp in our sequencing data. One of these NATs was antisense to *TCP23* gene and was induced by nitrate. *TCP* genes are transcription factors that promote growth and proliferation [89]. TCP23 is predicted to contain a chloroplast-targeting peptide, suggesting it might control transcription of chloroplast genes [90]. Although TCP23 has no described function, other class I TCP factors have been shown to be expressed in meristematic tissues and to control cell cycle genes such as *PCNA* and *CYCB1*;*1*[91,92]. Thus, *TCP23as* induction by nitrate might repress *TCP23* expression, controlling meristematic activity of the primary root. However, further studies are needed to analyze *TCP23as* role over *TCP23* expression on roots and on *TCP23* regulation by nitrate.

## Conclusions

In summary, the sequencing of small RNAs and mRNAs uncovered new genes, and enabled us to develop new hypotheses for nitrate regulation and coordination of carbon and N metabolism. A highlight is the discovery of a novel microRNA, miR5640 and its target, *AtPPC3*. The data suggest that the nitrate-responsive miRNA/target module might be involved in controlling carbon flux to assimilate nitrate into amino acids. These findings suggest that microRNAs can have metabolic regulatory functions, as well as previously described developmental functions [37,44] in the nitrate response of Arabidopsis roots.

## Methods

### Growth and treatment conditions

Approximately 1,500 Arabidopsis seedlings were grown hydroponically on Phytatrays on MS-modified basal salt media without N (Phytotechnology Laboratories, M531) supplemented with 0.5 mM ammonium succinate and 3 mM sucrose under a photoperiod of 16 h of light and 8 h of darkness and a temperature of 22°C using a plant growth incubator (Percival Scientific, Inc.). After 2 weeks, plants were treated with 5 mM KNO_3_ or 5 mM KCl as control for 2 hours.

### Preparation of illumina libraries

Total RNA from from nitrate-treated or control roots was extracted using Trizol® (Invitrogen, cat. Number 15596–026). For poly-A + libraries, poly-A + RNA was enriched using the Poly(A)Purist™ MAG Kit (Ambion, cat, number AM1922M). Poly-A + RNA was decapped using tobacco acid pyrophosphatase and fragmented using RNA Fragmentation Reagents (Ambion, cat. Number AM8740). Low molecular weight RNA (<40 nt) was isolated from 100 μg of total RNA by PAGE on a FlashPAGE™ fractionator (Ambion, cat. Number AM13100). For construction of the libraries, cloning linker (AMP-5’p = 5’pCTG TAG GCA CCA TCA ATdideoxyC-3’) was ligated to the 3’ end of the RNA followed by purification of the ligation product on a 15% polyacrilamide/urea gel. The 3’-ligated product was ligated to the 5’ Solexa linker (5’-rArCrA rCrUrC rUrUrU rCrCrC rUrArC rArCrG rArCrG rCrUrC rUrUrC rCrGrA rUrC-3’). RNA with ligated adaptors was reverse transcribed into DNA using Illumina specific primer (5’- CAA GCA GAA GAC GGC ATA CGA TTG ATG GTG CCT ACA G-3’) and cDNA was then PCR amplified using this primer and a specific primer (5’- AAT GAT ACG GCG ACC ACC GAA CAC TGT TTC CCT ACA CGA CG-3’). The libraries were gel purified using the QIAquick gel extraction kit (QIAGEN, cat. Number 28704). Libraries were sequenced on the Illumina 1G Genome analyzer.

### Sequence analysis

Raw sequences from the Illumina 1G Genome analyzer in FASTQ format were analyzed with publicly available tools. Low quality reads were extracted with fastq quality filter by FASTX toolkit version 0.0.13 (http://hannonlab.cshl.edu/fastx_toolkit/). The Phred quality score was set to 20, a probability of incorrect base call of 1 in 100. 3’ adaptor sequences were trimmed from the Illumina reads, and then were mapped to the Arabidopsis TAIR10 genome using Novoalign version 2.05.17 (http://www.novocraft.com). Perfect match sequences having passed the quality control, polynucleotide filter, and size filter (between 18 and 28 nt for sRNA libraries and ≥18 nt for poly-A + libraries) were selected for further analysis with custom made PERL scripts.

### Determination of differentially expressed genes

To evaluate differential gene expression between KNO_3_ and KCl treated samples, we used sequence counts corresponding to sRNAs or annotated elements as input for the DESeq package version 1.1.6 [55] available from Bioconductor (http://www.bioconductor.org). This tool uses a negative binomial distribution model to test for differential gene expression [55]. We found correlation values of 0.91 and 0.96 for controls and treatments respectively for sRNA-seq and of 0.99 for controls and treatments for RNA-seq data. 

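Across all rows of the deposited tables, the Pearson correlation of the values of the 2 replicates was 0.994 for KCl and 0.989 for KNO3 in the poly-A+ libraries, and 0.908 for KCl and 0.964 for KNO3 in the sRNA libraries. These are correlations across genes or sequences, which are not independent replicates, and abundant features dominate them. With each library scaled to a total of 1000000 and log2 taken after adding 1, they were 0.963, 0.954, 0.760 and 0.811 in the same order.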

Replicates were used independently for statistical analysis of gene expression. We adjusted for multiple testing using FDR correction [93] and filtered genes whose expression changed with corrected p-values ≥ 0.05.

### New miRNA and target predictions

Quality filtered Illumina sequences were used as input for the MIRCAT tool [59], available at the University of East Anglia (UEA) sRNA toolkit (http://srna-tools.cmp.uea.ac.uk) using default parameters. To predict miRNA targets, we used the target prediction tool available from the UEA sRNA toolkit. The predicted targets, along with the putative cleavage site on these targets, were further validated using RNAhybrid version 2.1 [94].

### Predicting novel transcribed regions

Novoalign alignments that did not overlap with annotated regions of the genome were pooled from all samples. Regions with continuous alignments in the same strand greater than 300 bp were identified as candidate novel transcribed regions.

### Gene expression analysis using RT-qPCR

Gene expression analysis was carried out using the Brilliant® SYBR® Green QPCR Reagents on a Stratagene MX3000P qPCR system (Agilent) according to manufacturer’s instructions. The RNA levels were normalized relative to the Clathrin adaptor complexes medium subunit family protein (At4g24550). Quantification of microRNA levels was carried out using the High-Specificity miRNA QRT-PCR Detection Kit from Stratagene on a Stratagene MX3000P qPCR system. The RNA levels were normalized relative to U6 snRNA (At3g14735). A list of RT-qPCR primers used in this work is provided in Additional file 12.

### RLM-RACE

A modified procedure for RLM-RACE [70] was carried out using the GeneRacer™ kit. The GeneRacer RNA Oligo adapter was directly ligated to 250 ng of Poly-A + mRNA and the GeneRacer OligodT primer was used to synthesize first strand cDNA. This cDNA was subjected to a PCR amplification procedure with the GeneRacer 5′Primer and the GeneRacer 3′Primer to generate a pool of non-genespecific RACE products. Gene-specific 5′RACE reactions were performed with the GeneRacer 5′Nested Primer and a reverse gene-specific primer. The expected size of the PCR amplicons was checked on a 3% agarose gel. PCR products were cloned and sequenced to confirm predicted miRNA-mediated cleavage of the transcripts.

## Availability of supporting data

The data sets supporting the results of this article are available in the NCBI GEO database [95] repository, under accession GSE44062.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

EAV participated in the design of the study, performed molecular biology experiments and statistical analyses and wrote the paper. TCM performed the computational analysis of the data, performed the experiments and wrote the paper. GK participated in the design of the study, performed experiments, analyzed the data and helped to draft the manuscript. MK performed computational analysis of the data and helped to draft the manuscript. MT generated the libraries for sequencing and helped to draft the manuscript. WRM participated in sequencing of the libraries. GMC participated in the design and coordination of the study and helped to draft the manuscript. RAG participated in the design and coordination of the study and wrote the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Statistics of filtered sRNA and mRNA reads. Click here for file

Additional file 2 **Global profiling of Illumina**-**sequenced sRNA.** Click here for file

Additional file 3 **Known miRNA and ta**-**siRNA expressed in roots.** Click here for file

Additional file 4 **mRNA reads that unambigoulsly match intergenic regions are located near 5**’ **and 3**’ **of annotated genes.** Click here for file

Additional file 5 **Expression analysis of annotated elements of TAIR v.10.** Click here for file

Additional file 6 **Gene expression distribution of genes represented in the ATH1 microarray in Illumina poly-A + libraries.** Click here for file

Additional file 7 **Correlation between nitrate**-**regulated genes obtained by RNA**-**seq and Affymetrix ATH1 microarrays depends on Average gene coverage.** Click here for file

Additional file 8 Nitrate regulated genes determined using Illumina deep sequencing. Click here for file

Additional file 9 **Deep sequencing of the Arabidopsis root poly-A + enriched fraction identifies new nitrate-regulated genes.** Click here for file

Additional file 10 Identification of putative new genes. Click here for file

Additional file 11 Prediction of putative targets for novel miRNA sequences. Click here for file

Additional file 12 **List of primers used for qRT-PCR.** Click here for file

# Supplementary material for: Integrated RNA-seq and sRNA-seq analysis identifies novel nitrate-responsive genes in Arabidopsis thaliana roots
**Source:** BMC Genomics. 2013 Oct 11;14:701. doi: 10.1186/1471-2164-14-701
**Supplement:** Additional file 1 — Statistics of filtered sRNA and mRNA reads.

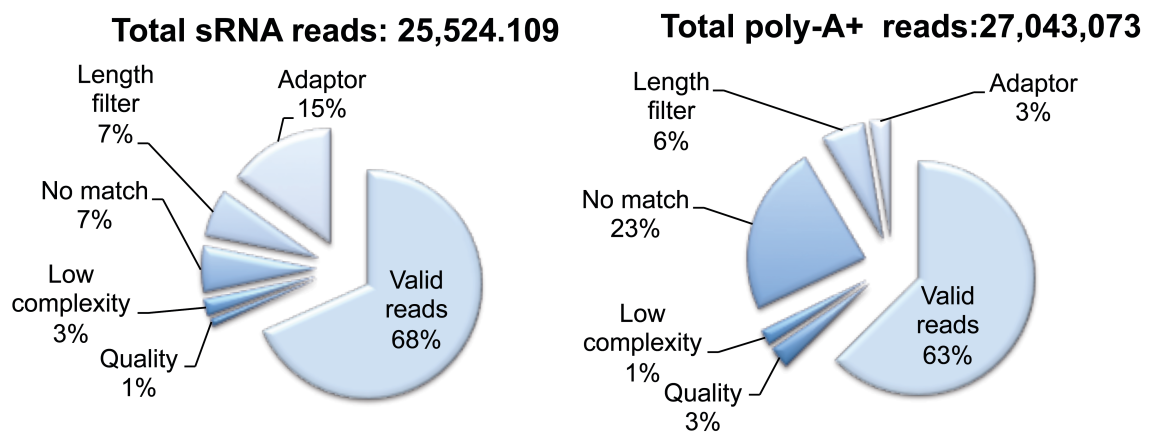

#### **Additional file 1. Statistics of filtered sRNA and mRNA reads.**

Sequences from control and treatment sRNA and poly-A+ libraries (2 biological replicates each) were filtered using FASTX and analyzed using the Novoalign program as described in Methods. We show the percentage of the total reads that did not pass the quality filter, that matched the sequencing adaptors, that had low complexity (sequences containing less than 3 different nucleotides), that were out of the size range (18-28 nt for sRNA libraries and  $\geq 18$  nt for poly-A+ libraries) and that had no perfect match with the Arabidopsis genome (TAIR v.10). Note that each pie chart represents the sum of the control and treatment libraries.

# Supplementary material for: Integrated RNA-seq and sRNA-seq analysis identifies novel nitrate-responsive genes in Arabidopsis thaliana roots
**Source:** BMC Genomics. 2013 Oct 11;14:701. doi: 10.1186/1471-2164-14-701
**Supplement:** Additional file 2 — Global profiling of Illumina-sequenced sRNA.

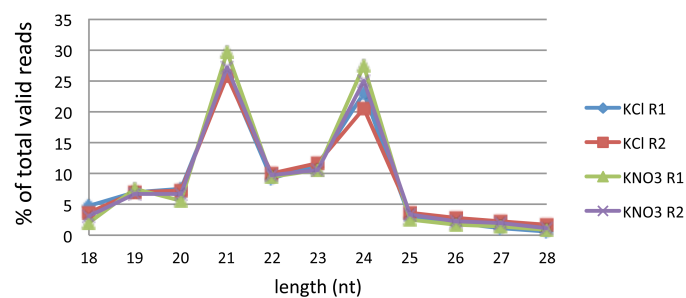

## Additional file 2. Global profiling of Illumina-sequenced sRNA.

The number of sRNA reads of sizes between 18 and 28 nt that passed all the quality filters in the control and treatment libraries were counted and represented as a percentage of the total number of reads. Colors represent different sequenced libraries.

# Supplementary material for: Integrated RNA-seq and sRNA-seq analysis identifies novel nitrate-responsive genes in Arabidopsis thaliana roots
**Source:** BMC Genomics. 2013 Oct 11;14:701. doi: 10.1186/1471-2164-14-701
**Supplement:** Additional file 4 — mRNA reads that unambigoulsly match intergenic regions are located near 5’ and 3’ of annotated genes.

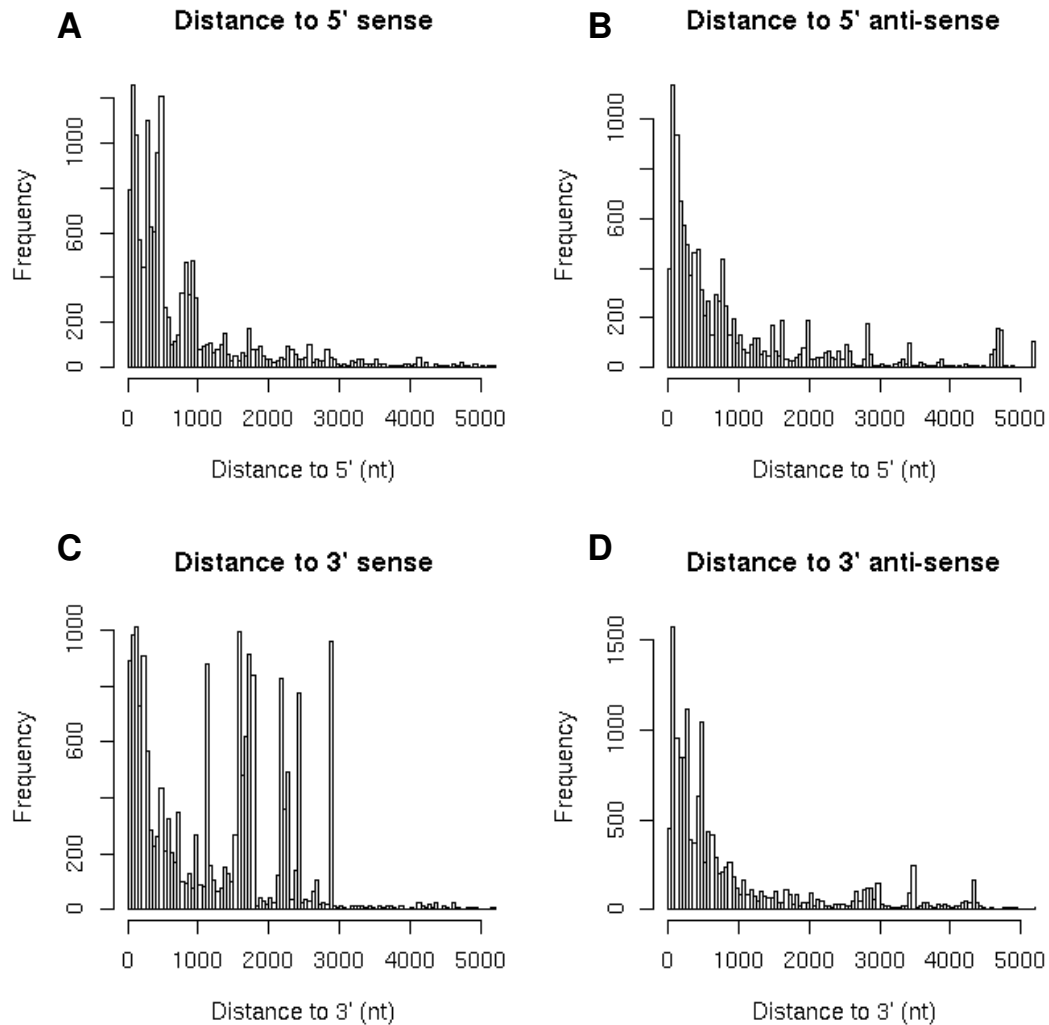

**Additional file 4. mRNA reads that unambiguously match intergenic regions are located near 5' and 3' of annotated genes.**

Reads from our poly-A+ libraries were aligned to the Arabidopsis genome. Those reads that unambiguously matched intergenic genomic regions were analyzed to determine their location relative to near annotated genes. We show reads located from 0 to 5,000 nt from the 5' and 3' of annotated genes. These reads are either sense (panels A and C) or antisense (panels B and D) to the respective genes.

# Supplementary material for: Integrated RNA-seq and sRNA-seq analysis identifies novel nitrate-responsive genes in Arabidopsis thaliana roots
**Source:** BMC Genomics. 2013 Oct 11;14:701. doi: 10.1186/1471-2164-14-701
**Supplement:** Additional file 6 — Gene expression distribution of genes represented in the ATH1 microarray in Illumina poly-A + libraries.

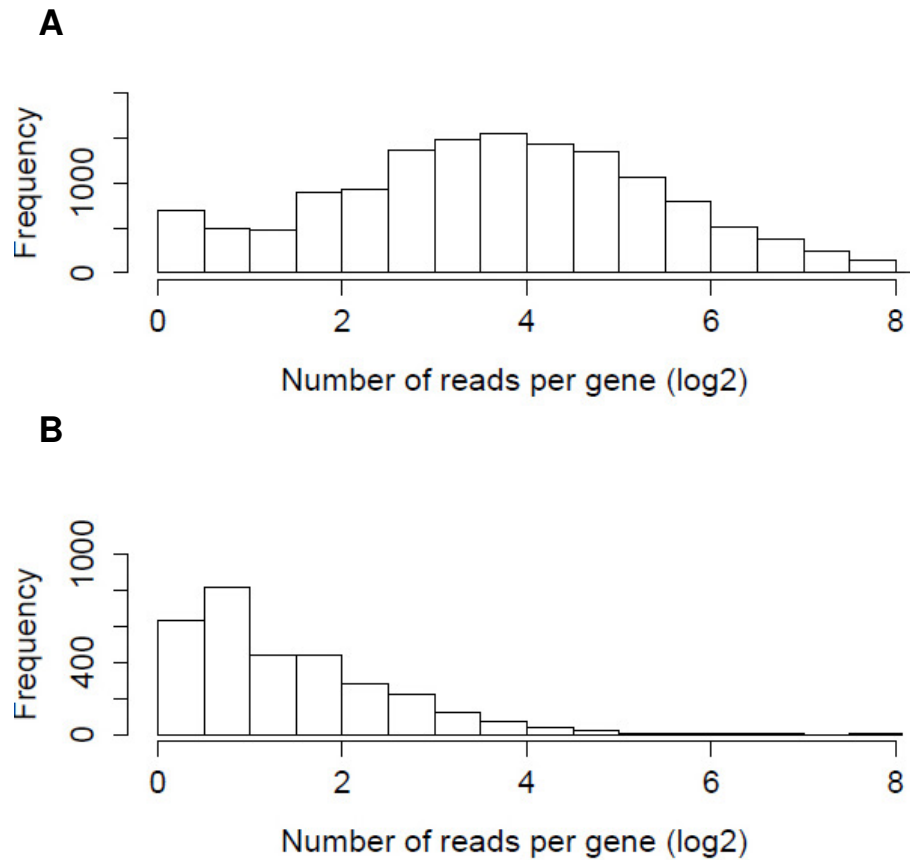

**Additional file 6. Gene expression distribution of genes represented in the ATH1 microarray in Illumina poly-A+ libraries.** A. Frequency and expression in Illumina libraries of genes with a present call in the ATH1 microarray. B. Frequency and expression in Illumina libraries of genes with an absent call in the ATH1 microarray.

# Supplementary material for: Integrated RNA-seq and sRNA-seq analysis identifies novel nitrate-responsive genes in Arabidopsis thaliana roots
**Source:** BMC Genomics. 2013 Oct 11;14:701. doi: 10.1186/1471-2164-14-701
**Supplement:** Additional file 7 — Correlation between nitrate-regulated genes obtained by RNA-seq and Affymetrix ATH1 microarrays depends on Average gene coverage.

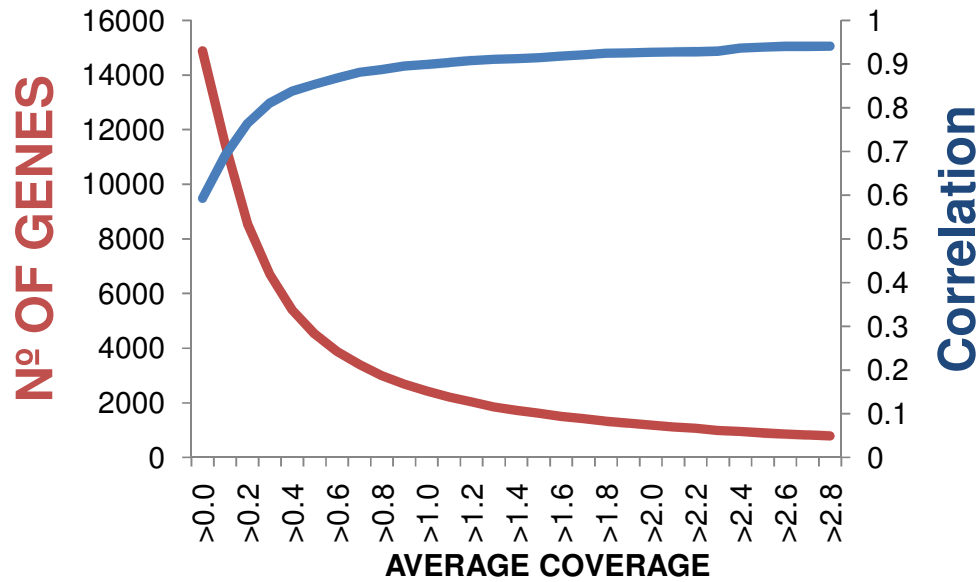

**Additional file 7. Correlation between nitrate-regulated genes obtained by RNA-seq and Affymetrix ATH1 microarrays depends on Average gene coverage.**

Correlation between the  $\text{KNO}_3/\text{KCl}$  ratio for RMA normalized Affymetrix gene expression and the  $\text{KNO}_3/\text{KCl}$  ratio obtained for normalized libraries at different average gene coverages (AGCs). We define AGC as the number of reads matching a gene multiplied by read length and divided by gene length. We show in blue the correlation at different AGCs and in red the number of genes at different AGCs.

# Supplementary material for: Integrated RNA-seq and sRNA-seq analysis identifies novel nitrate-responsive genes in Arabidopsis thaliana roots
**Source:** BMC Genomics. 2013 Oct 11;14:701. doi: 10.1186/1471-2164-14-701
**Supplement:** Additional file 9 — Deep sequencing of the Arabidopsis root poly-A + enriched fraction identifies new nitrate-regulated genes.

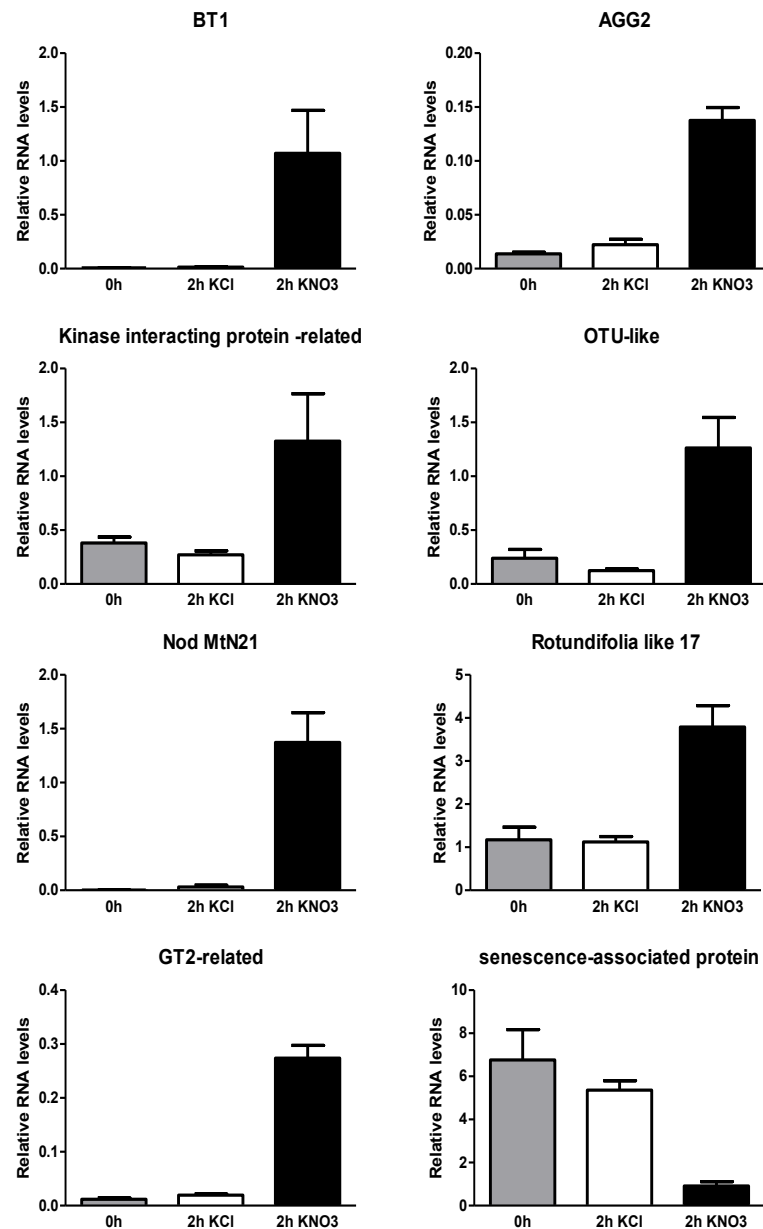

### Additional file 9. Deep sequencing of the Arabidopsis root poly-A+ enriched fraction identifies new nitrate-regulated genes.

Plants were grown hydroponically for 14 days with ammonium as the sole N source and were treated with 5mM KNO<sub>3</sub> (black bars) or 5mM KCl (white bars) for 2 hours. Grey bar represents time 0. Root transcript levels were analyzed by RT-qPCR. We show the mean and standard error for three biological replicates. The asterisk indicates means that significantly differ between the control and treatment conditions ( $P < 0.01$ ). BT1 (AT5G63160), AGG2 (AT3G22942), Kinase interacting protein-related (AT5G58320), OTU-like (AT5G03330), Nod MtN21 (AT1G70260), Rotundifolia like 17 (AT1G13245), GT2 related (AT2G33550), senescence associated protein (AT4G39795).

How the deposited data were processed for this re-analysis (not part of the article)

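Roots of Arabidopsis thaliana Col-0 were studied 2 h after KNO3 or, as the control, KCl was given at 5 mM, with 2 biological replicates per treatment and 2 fractions (poly-A+ RNA and sRNA), 8 libraries in all. The authors filtered the reads by quality, trimmed the adaptor, mapped the reads to the TAIR10 genome and kept perfect matches, and counted them per annotated element (poly-A+) or per distinct sequence of 18 to 28 nt (sRNA). The signal values that the authors deposited are not raw reads: they are decimal values set to a common library total in each treatment, by an adjustment that the paper does not state, as inferred from the values themselves and from the reads listed for part of the genes in Additional file 5. All 8 columns were used, and 0 other columns of values per library were present.

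The values follow a quantile adjustment between negative binomial distributions, applied to the 2 libraries of a treatment with a single dispersion (0.0253 for KCl and 0.0254 for KNO3 in the poly-A+ table, 0.200 in the sRNA table). The parameters were fitted on part of the genes of Additional file 5 and on the sRNA values, and inverting the adjustment gave an estimate of the reads of each feature in each library. This estimate, called recovered reads, was checked on 999 genes not used for the fit and returned the listed reads within 0.05 for 100% of them. For sRNA no raw reads were at hand, and the check there was that 100% of the estimates were whole numbers within 0.1. On simulated libraries the inversion returned 100% of the reads. Recovered reads were used for depths, size classes, rarefaction, detection and shares of reads. Tests of single genes and sequences between KNO3 and KCl used the deposited values, and the permutation test of size classes used recovered reads.

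Depth ran from 501795 to 890161 recovered reads for poly-A+ and from 2695488 to 5693997 for sRNA. At this depth and spread the median standard error of a log2 fold change was 0.419 over the poly-A+ genes tested and 0.706 over the sRNA sequences tested. Simulated libraries were drawn at the same levels, with the dispersion of the adjustment and 200 changed features. The poly-A+ test called 64.3% of the genes changed by 4-fold. The sRNA test called 0% at 4-fold, 83.4% at 16-fold and 100% at 64-fold. Both treatments had 1 dispersion, so the unequal spread of the KCl and KNO3 sRNA libraries was not simulated.

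A test for read counts, chosen in advance, was replaced, because the deposited values are not counts. The values were scaled by the trimmed mean of M-values (30% of the log ratios and 5% of the levels trimmed at each end), a pseudocount of 1 was added, and the log2 values were tested with limma 3.58.1 in R 4.3.3, with treatment as the only term and the variance moderated along a mean-variance trend. P-values were adjusted by the method of Benjamini and Hochberg over all features tested, with a threshold of 0.05. Features with a summed value of at least 10 (poly-A+) or 20 (sRNA) over the 4 libraries were tested. Gene sets were tested with camera at a preset correlation of 0.01. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 did the other computations. The scripts that test many features were tested on simulated data with known changes first.

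The sRNA sequences were matched exactly to the TAIR10.1 assembly on both strands. Positions, classes and gene names are those of its annotation. Reads of a sequence with several loci were divided equally among the loci. Known miRNAs are the sequences of Additional file 3 and new miRNAs those of Table 2, each looked up by exact match. Size classes were compared with a two-sided exact permutation test, for which 2 libraries against 2 give no p below 0.333.

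The main settings, the alternatives and the rule for naming genes were set before the data were examined, except where a setting or test is said to have been chosen after the data were seen. The named genes are those the text of the paper names and Table 1 lists, the 10 genes with the highest and the 5 with the lowest log2 fold change among those past the threshold whose KNO3 libraries both lie on the same side of both KCl libraries, the genes past the threshold whose annotation holds the word nitrate or nitrite, the 5 most abundant known miRNAs and the 5 known miRNAs with the smallest p. The alternatives set in advance were median-of-ratios size factors, library totals alone, other filters on low values, protein coding genes only, a replicate block, other set tests, known miRNAs alone, miRNA family sums, other weights of sequences, and leaving out each library in turn. Alternatives chosen after the data were seen were pseudocounts of 0.5 and 5, no mean-variance trend, recovered reads with precision weights, library totals without the 3 rRNA genes, deposited values for size classes, recovered reads for replicate correlations, and sRNA classes without the other RNA genes.

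Gene Ontology terms, array data, RT-qPCR, cleavage assays, reads between annotated genes in the poly-A+ libraries and the antisense transcript of TCP23 were not analysed here. Overlapping genes with identical values were kept and are marked as uncertain where named.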

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

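No test below was chosen after its own result was seen, but both were chosen after the genes had been found.

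The paper reports regulated genes among those of Additional file 8 and does not discuss 6 non-coding genes that passed the threshold in the poly-A+ libraries. They lie outside the rule for naming genes and are named after their values were seen. Of these, 5 are miRNA genes, with log2 fold changes of 2.52 (MIR159b), 2.70 (MIR167d), 2.53 (MIR161), 2.28 (MIR159a) and 1.38 (MIR824) and adjusted p-values of 0.00455, 0.000391, 0.00333, 6.17e-05 and 0.0377 from limma with Benjamini-Hochberg adjustment. A single library weighs heavily. MIR159a had 17 and 22 reads in the KCl libraries and 126 and 24 in the KNO3 libraries. Reads on all miRNA genes made up 0.0695% of the poly-A+ reads in KNO3 replicate 1 and between 0.0165% and 0.0225% in the other libraries. Without KNO3 replicate 1 the log2 fold changes, in the order above, were 1.58, 1.74, 1.44, 1.30 and 1.09. The calls also depend on the processing. Over the alternatives with a test, 7 of 9 called MIR159b, 9 of 10 MIR167d, 7 of 9 MIR161, 9 of 10 MIR159a and 5 of 10 MIR824. The setting without a mean-variance trend called none of them, with adjusted p-values from 0.213 to 0.278, and the lowest adjusted p-values of the alternatives ran from 3.5e-14 to 0.00728.

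A technical explanation is that mature miRNAs were carried over into the poly-A+ library of KNO3 replicate 1. Over the 15 miRNA genes with at least 5 poly-A+ reads, the excess of KNO3 replicate 1 over KNO3 replicate 2 rose with the number of sRNA reads of the locus (Spearman correlation 0.60, permutation p = 0.0191). This is consistent with carry-over, which stays open. A response of the miRNA genes to nitrate cannot be told apart from this. With KNO3 replicate 1 left out, 5 of the 5 genes kept a log2 fold change of at least 1, but these genes were chosen because they passed the threshold, so that this decides nothing. Over all miRNA genes, the share of the poly-A+ reads was 0.0225% in KNO3 replicate 2 and 0.0165% and 0.0167% in the KCl libraries, and a single library leaves the question open. The mature sequences of these loci had no adjusted p under 0.05 in the sRNA libraries.

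The sixth gene, AT3G57157, is annotated as a non-coding RNA. It had 0 and 1 reads in the KCl libraries and 9 and 7 in the KNO3 libraries. With KCl set to 3 reads it was 4.35-fold higher, a bound that leaves out counting noise. Its fitted log2 fold change was 3.13 (adjusted p = 0.00639 from limma, and from 0.00154 to 0.0522 over the alternatives, the highest without a mean-variance trend). No technical or biological explanation was tested for this gene, and it rests on few reads.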

How the results depend on the processing

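No test of a cause was chosen here after a result was seen. Alternatives chosen after the data were seen are the pseudocounts of 0.5 and 5, the fit without a mean-variance trend, recovered reads with precision weights, library totals without the 3 rRNA genes, deposited values for size classes and recovered reads for replicate correlations. The planned tools for read counts were not run, because the values are not counts: in their place the median-of-ratios scaling and the filter on low values (at least 10 in 2 libraries and 15 over the 4) were applied in limma.

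The number of poly-A+ genes past the threshold, 511 in all, was between 399 and 648 under 8 of the alternatives: median-of-ratios size factors, library totals, the filter at 10 in 2 libraries, protein coding genes only, both pseudocounts, recovered reads with weights and totals without the rRNA genes. Testing all genes with a summed value of at least 1, 19937 in place of 14996, left 283 genes, 244 induced and 39 repressed, of which 282 were among the 511. It left 280 of the genes of Additional file 8. Without a mean-variance trend 37 genes passed, 35 induced and 2 repressed, with 7 genes of Table 1 and 37 of Additional file 8. The cause was not tested, and 1550 genes had an unadjusted p under 0.05 in that fit against 1901 in the one with the trend.

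The split between induced and repressed genes depends on the scaling. It was 370 and 141 with the trimmed mean of M-values, 371 and 140 with median-of-ratios size factors, 307 and 320 with library totals alone, and 331 and 317 with totals without the rRNA genes. Totals move the median log2 fold change of all genes tested from -0.01 to -0.20, and 447 of the 627 genes called with totals were among the 511. The direction of weakly changed genes is therefore relative to the scaling.

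With the replicate number as a term (replicate block), 907 genes passed, 588 induced and 319 repressed, and all 511 were among them. Of the genes followed one by one that passed without it, 0 lost their call, and RTFL15, AT2G31141 and AT1G52120 gained it. The p of the nitrate-annotated set was 7.6e-35 with the block. Deviations of libraries with the same number correlated at 0.101 (poly-A+) and 0.0692 (sRNA). The paper took its RNA from 2 independent sets of plants. It does not state whether libraries with the same number come from the same set. In the sRNA libraries the block called 0 sequences, with 2566 at an unadjusted p under 0.05.

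In the sRNA libraries 0 sequences, 0 known and 0 new miRNAs passed under every alternative with a test, and the number of sequences at an unadjusted p under 0.05 was 2 of 101 with known miRNAs alone, where it was 16 for the same miRNAs tested among all sequences. Under the other alternatives it ran from 668 of 14188 tested (at least 100 over the 4 libraries) to 8055 of 181699 (at least 5). The lowest adjusted p of any sequence was 0.753, with recovered reads and weights. The spread limits what these libraries can show: in simulated libraries with 1 dispersion for both treatments, 0 of 190 sequences changed by 4-fold were called.

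The 77 genes and 14 sRNA sequences that were followed one by one, with all 40 genes of Table 1 among them, were compared in 973 combinations of gene and alternative with a test. Direction and call held in 880, the call was lost in 80 and gained in 7, and the direction reversed in 6. Of the lost calls, 50 came without a mean-variance trend, 16 with all genes of a summed value of at least 1, 5 with library totals, 3 with the filter at 10 in 2 libraries, 3 with totals without the rRNA genes, 2 with a pseudocount of 0.5 and 1 with recovered reads and weights. The gained calls were those of RTFL15, AT2G31141 and AT1G52120. The reversed values lay far from the threshold. The ath-miR159a log2 fold change was -0.0185 with median-of-ratios size factors, -0.076 with sequences of at least 5 and -0.71 with known miRNAs alone. With known miRNAs alone the ath-miR159b log2 fold change was -0.63 and the ath-miR167d log2 fold change -0.094, and with sequences of at least 100 the ath-miR824 log2 fold change was 0.076. The cause was not tested. Leaving out 1 library keeps the change of a log2 fold change under the spread between the replicates by construction, so that this comparison says nothing about stability.

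Size classes depend on how sequences are weighted. With each distinct sequence counted once, 21 nt took 9.75% and 24 nt 48.4% as the mean of the 4 libraries, and the 21 nt difference between KNO3 and KCl reversed to -0.84 percentage points. The 23 nt difference, -1.52 percentage points, reversed to 1.20 with each distinct sequence counted once and to 0.622 without the 10 most abundant sequences. Without the 10 most abundant sequences the shares were 21.1% and 29.3%, so that 24 nt came first. The cause was not tested. The direction of the 24 nt difference held in each of these.

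A random 50% of the reads showed 86.9% of the sRNA sequences read at least 2 times, and 59.45%, 59.48%, 59.43% and 59.52% of those in KCl replicates 1 and 2 and KNO3 replicates 1 and 2 alone. For poly-A+ genes these values were 98.2%, 91.9%, 92.2%, 89.7% and 88.7%. Requiring more reads changes the number of distinct sRNA sequences by construction: 605769 had at least 2 reads, 107885 at least 10, and 114124 at least 1 in every library. The numbers of genes and miRNAs detected stayed within 1.5 times under the same requirements. With sequences up to 1 nt longer or shorter counted too, 4 of the new miRNAs in place of 14 had fewer than 1 per 1000000 reads.

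Replicate correlations depend on the scale. On log2 values with each library scaled to 1000000 they were 0.963 and 0.954 for poly-A+ (KCl and KNO3) and 0.760 and 0.811 for sRNA. Spearman correlations were 0.946 and 0.985, and 0.621 and -0.0241. The last value reversed. Of the distinct sRNA sequences, 71.9% were read once over the 4 libraries, and none of these can be found in both replicates. Over the sRNA sequences with a summed value of at least 20, the Pearson correlations of the log2 values were 0.718 for KCl and 0.896 for KNO3. The cause of the reversal was not tested.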

Differences from the paper's values

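No test was chosen here after a result was seen, and no cause is named. Values called the paper's are those of its text, tables, figures or additional files.

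For 1 gene of Table 1, UMAMIT36 (AT1G70260), the log2 fold change differed from the paper's by more than the spread between replicates, with 3.69 against the paper's 4. None of the alternatives set before the data were examined closed this gap. With a pseudocount of 0.5 the value was 3.84, and with recovered reads and precision weights 3.86. Both settings were chosen after the values were seen, and both bring UMAMIT36 within the spread of the paper's value. For 7 genes of Table 1 with at most 3 reads in each KCl library the change is a lower bound, and none of these bounds lies above the paper's value.

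Intergenic sRNA reads made up 27.3% of the matched reads (4761513 weighted reads) against the paper's 50% (8415076). Reads on other RNA genes, TAS genes included, made up 23.7%, against the paper's about 4% in Fig. 1A, read by eye. No alternative for these shares was set before the data were examined. Without the other RNA genes of the reference annotation, a setting chosen after the values were seen, intergenic reads made up 46.8% (8171608 weighted reads).

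Among the genes of Additional file 8, 69 are marked there as having no probe on the array, against the paper's 40 protein coding genes in Table 1. The alternatives set before the data were examined do not bear on this number. Additional file 5 was at hand only in part, so that the comparison with its reads covers that part.

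The paper counts all 40 genes of Table 1 and all 505 of Additional file 8 as regulated. Of the 40, 35 had an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. RTFL15 (1.78, adjusted p = 0.0548) passed with the replicate block (0.0224) and with a pseudocount of 5 (0.0427), and its adjusted p ran from 0.0224 to 0.163 over the alternatives. AT2G31141 (0.72, adjusted p = 0.170) passed with the replicate block (0.0026), with a range from 0.0026 to 0.655. AT1G52120 (-1.31, adjusted p = 0.0545) passed with library totals (0.0140), with the replicate block (0.0062), with a pseudocount of 5 (0.0355) and with totals without the rRNA genes (0.0128), with a range from 0.0062 to 0.411. BAP2 (adjusted p = 0.197, range 0.111 to 0.324) and EHB1 (adjusted p = 0.102, range 0.0605 to 0.174) passed under no alternative. The pseudocount of 5 and the totals without the rRNA genes were chosen after the data were seen.

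Of the 504 genes of Additional file 8 that were tested, 37 did not pass, with adjusted p-values up to 0.197. Of these 37, the replicate block called 29, a pseudocount of 5 called 17, recovered reads with weights 13, protein coding genes only 6, library totals 5, totals without the rRNA genes 5, median-of-ratios size factors 1 and testing all genes with a summed value of at least 1 called 1. The pseudocount, the weights and the totals without the rRNA genes were chosen after the data were seen.

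The paper states that most new miRNAs fall below 1 transcript per 1000000. Here 14 of the 51 had fewer than 1 per 1000000 reads. Of the mature miRNAs that the paper counts as detected, 139 of 140 distinct sequences were found in the deposited table. Additional file 3 itself gives a total of 0 reads for the other, ath-miR5025.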

Other observations

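The tests of the authors' adjustment, of a mislabelled KCl library and of random degradation of tRNA were chosen only after the result was seen. For 3 other tests the limit that decides was changed after the values were seen: for RNA of KNO3-treated roots in KCl replicate 2, for predicted targets, and for a partial nitrate response, as given with each.

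The KCl sRNA libraries differ in known miRNAs far more than the KNO3 libraries do. Over the 70 known miRNAs with at least 100 reads, the SD of the log2 ratio between replicates was 1.76 for KCl and 0.512 for KNO3, and 20 miRNAs were at least 4-fold apart between the KCl libraries against 1 between the KNO3 libraries. Of the 20, 15 were lower in KCl replicate 1. The tables argue against 3 technical explanations. The adjustment made by the authors is not the source, since the SD of KCl was 3.44 times that of KNO3 in the recovered reads (2.51 to 4.79 over 95% of 2000 bootstrap samples of the miRNAs). Counting noise gives far less: the SD was 7.15 times that of Poisson counting at these depths, and the KNO3 libraries thinned to the depths of the KCl libraries had an SD of 0.522. A preference of the library preparation for the ends or the GC content of the RNA is also argued against. A model of end bases, GC content and length, fitted on 26986 other sequences, predicted the ratios of the known miRNAs with a correlation of only 0.113, though it described the sequences it was fitted on with only 0.312, so that a preference of another form is not excluded. Degradation of the RNA in KCl replicate 1 was not tested. A mislabelled KCl library cannot be told apart from a plain difference between the plants. Across the known miRNAs, KCl replicate 2 correlated with the KNO3 libraries at 0.978 and the KNO3 libraries with each other at 0.990, while KCl replicate 1 correlated with KCl replicate 2 at 0.899. Across all 59255 sequences of at least 20 reads the order was the same for the KCl libraries (0.713 between them), and no sample-specific marker was at hand. No biological explanation was tested. For a miRNA that differs this much between the KCl libraries, as ath-miR393a,b does, the change between treatments rests largely on which KCl library it is measured against.

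In the poly-A+ libraries, genes induced by nitrate tended to be higher in KCl replicate 2 than in KCl replicate 1. This holds for 66.2% of the 370 induced genes and for 34.8% of the repressed genes. Over the 3538 genes with a mean log2 value above 5, the difference between the KCl libraries correlated with the response at 0.214. The highest correlation in 1000 simulated pairs of unchanged KCl libraries was 0.0885. This argues against depth and shared controls as the source only if both KCl libraries have the same spread, since both were simulated with a dispersion of 0.0134. A larger spread in KCl replicate 1 was not simulated and could act through the shared controls, so that it stays open. The same correlation for the KNO3 libraries was -0.0589. A partial nitrate response of the plants in KCl replicate 2 stays open. A difference shared by libraries with the same number was not tested for the induced genes. The 32 genes annotated with nitrate or nitrite, a list made without these samples, had a median difference above that of 97.63% of 10000 random lists matched on mean level, and 21 of the 32 were higher in KCl replicate 2. The limit for this test was lowered to 95% from a stricter one after the value was seen, and the value passes both.

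RNA of KNO3-treated roots in the KCl replicate 2 library cannot be told apart from such a response. For the 100 most induced genes the share of KNO3 RNA that would give the value of KCl replicate 2 had a median of 4.42%, and its upper quartile was 15.4 times its lower quartile, where a single source would give 1 share for all genes. The limit written first, a 2-fold spread, would have excluded this explanation, but 100% of 1000 simulated mixtures with 1 share and counting noise exceed it, so that the limit is void. The simulation that replaced it was read against an upper quantile of its widths at first, which also excludes the explanation, and then against its highest value, which does not. The observed width between the quartiles was 8.67 percentage points, wider than 99.6% of the simulations (mean 6.36, highest 9.36). The simulations hold counting noise but no differences between the plants of the KCl libraries, which also widen the shares. The width therefore cannot decide for or against a mixture. The last and most lenient limit was chosen with the values known. Single genes gave 25.1% for NIA2, 10.8% for NIA1, 6.78% for NRT2:1, 4.76% for NIR1, 3.46% for BT1 and 3.20% for G6PD3.

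A 19 nt fragment of the 5' end of a tRNA-Arg is among the most abundant sRNAs. Of the reads on tRNA genes other than tRNA-Arg, 69.8% started at the 5' end. This was so for most reads of 14 of the 18 other kinds of tRNA with at least 1000 reads, and 1 of the 18, tRNA-Met, had fewer than 20% of its reads there. The share over all tRNA genes, taken first, was 90.6%, but most of these reads are the fragment itself. These shares argue against random degradation of tRNA only if the library preparation has no preference for this end, so that degradation is not excluded. Cleavage at a set place and such a preference stay open and were not tested, and no biological explanation was tested.

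Scaling by library totals moves the median log2 fold change of the poly-A+ genes away from 0. The tables argue against the 3 rRNA genes as the source: with these left out of the totals, the median was still -0.17, against -0.20 with them. Induced genes took a larger share of the reads in KNO3 (12.3% and 12.8%, against 3.29% and 4.03% in KCl). By construction this leaves a smaller share for all other genes together. How much of the shift of the median it gives was not computed.

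Whether predicted targets of the new miRNAs respond to nitrate more often than other genes cannot be told apart with the genes at hand. Of the 46 predicted target genes of Additional file 11 that were tested, 1 passed the threshold (2.17%, 95% Wilson interval 0.385% to 11.3%), the PPC3 gene, against 3.41% of the other genes (two-sided Fisher's exact p = 1.0). The reading written first took a p of at least 0.05 as evidence against the hypothesis; it was changed after the value was seen, because an interval this wide excludes little.

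Whether intronic miRNAs move with their host transcript cannot be told apart with 6 pairs. The log2 fold changes of 6 new miRNAs that Table 2 places in introns and of their host genes had a Pearson correlation of -0.252 (two-sided exact permutation p = 0.639) and a Spearman correlation of -0.174 (exact permutation p = 0.733). The pairs include miR5640, at -0.21, and CALS1. In the reference annotation 1 of the 6, miR5014a, lies in a 3'UTR of its host gene. Of the 6, 2 share a host gene, so that the pairs are not independent.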
